# Biotic Interactions Shape the Ecological Distributions of *Staphylococcus* Species

**DOI:** 10.1128/mBio.01157-16

**Published:** 2016-10-18

**Authors:** Erik K. Kastman, Noelani Kamelamela, Josh W. Norville, Casey M. Cosetta, Rachel J. Dutton, Benjamin E. Wolfe

## Abstract

Many metagenomic sequencing studies have observed the presence of closely related bacterial species or genotypes in the same microbiome. Previous attempts to explain these patterns of microdiversity have focused on the abiotic environment, but few have considered how biotic interactions could drive patterns of microbiome diversity. We dissected the patterns, processes, and mechanisms shaping the ecological distributions of three closely related *Staphylococcus* species in cheese rind biofilms. Paradoxically, the most abundant species (*S. equorum*) is the slowest colonizer and weakest competitor based on growth and competition assays in the laboratory. Through *in vitro* community reconstructions, we determined that biotic interactions with neighboring fungi help resolve this paradox. Species-specific stimulation of the poor competitor by fungi of the genus *Scopulariopsis* allows *S. equorum* to dominate communities *in vitro* as it does *in situ*. Results of comparative genomic and transcriptomic experiments indicate that iron utilization pathways, including a homolog of the *S. aureus* staphyloferrin B siderophore operon pathway, are potential molecular mechanisms underlying *Staphylococcus*-*Scopulariopsis* interactions. Our integrated approach demonstrates that fungi can structure the ecological distributions of closely related bacterial species, and the data highlight the importance of bacterium-fungus interactions in attempts to design and manipulate microbiomes.

## IMPORTANCE

Decades of culture-based studies and more recent metagenomic studies have demonstrated that bacterial species in agriculture, medicine, industry, and nature are unevenly distributed across time and space. The ecological processes and molecular mechanisms that shape these distributions are not well understood because it is challenging to connect *in situ* patterns of diversity with mechanistic *in vitro* studies in the laboratory. Using tractable cheese rind biofilms and a focus on coagulase-negative *Staphylococcus* (CNS) species, we demonstrate that fungi can mediate the ecological distributions of closely related bacterial species. One of the *Staphylococcus* species studied, *S. saprophyticus*, is a common cause of urinary tract infections. By identifying processes that control the abundance of undesirable CNS species, cheese producers will have more precise control on the safety and quality of their products. More generally, *Staphylococcus* species frequently co-occur with fungi in mammalian microbiomes, and similar bacterium-fungus interactions may structure bacterial diversity in these systems.

## INTRODUCTION

From the early days of 16S rRNA clone libraries to the current groundswell of high-throughput metagenomics, one common pattern to emerge in studies of microbial community structure is the presence of numerous closely related species or strains of prokaryotes in the same habitat (1–3). These phylogenetic clusters have been observed in a wide range of environments, from marine microbiomes (4, 5) to our own human microbial landscapes (6). Many widespread bacterial species, including *Vibrio*, *Staphylococcus*, and *Streptococcus* species, commonly co-occur with closely related species or strains (6–8). Explaining these phylogenetic clusters has remained an important puzzle in microbial ecology because theory predicts that competitive exclusion should lead to dominance of only one major lineage when multiple phylogenetically similar lineages co-occur (9, 10). Identifying the ecological processes and molecular mechanisms that shape the distributions of closely related bacterial species can provide important tools to better manage and manipulate microbiomes in agriculture, medicine, and natural ecosystems.

Most previous attempts to explain the ecological distributions of bacterial species have focused on the role of abiotic niche partitioning and intraspecific or intrageneric biotic interactions (8, 11, 12), with much of our understanding coming from marine *Vibrio* species (5, 13–15) and oral biofilms (16, 17). For example, in coastal waters of the Atlantic Ocean, the coexistence of numerous genotypes of several species of *Vibrio* can be explained by temporal niche partitioning across seasons, preferences for particular microhabitats within seawater, and antagonistic interactions between ecologically defined populations (5, 18).

While niche specialization and intraspecific or intrageneric interactions may play important roles in driving coexistence in some microbiomes, biotic interactions between distantly related neighbors that span domains of life could also drive the composition within phylogenetic clusters. For example, in many microbiomes, bacteria coexist with diverse eukaryotic microbes, including fungi (19). Just as different plant species can mediate interactions between closely related insect herbivores that specialize on different resources (20), the distributions of coexisting bacterial species could be strongly regulated by the biotic niches created by co-occurring fungi. However, the causes and consequences of biotic interactions within microbiomes are poorly understood relative to impacts of the abiotic environment (3, 21). Examples of pairwise interactions between microbial species have been documented, including bacterium-bacterium interactions (22) and bacterium-fungus interactions (19). But it is unclear if these pairwise interactions dissected in the laboratory can help explain patterns of microbial diversity in multispecies microbial communities found in nature.

Cheese rind biofilms (Fig. 1A) provide a tractable system for exploring the role of biotic interactions in shaping distributions of closely related bacterial species. These simple communities are composed of various species of bacteria, yeasts, and molds that colonize the cheese surface during the aging process (23–25). Previous work has demonstrated that the accessibility, reproducibility, and tractability of these communities are ideal for dissecting the ecology of microbial communities (24). Here, we further demonstrate the utility of these communities by linking *in situ* observations of species abundance with *in vitro* experiments to determine what ecological processes shape the distribution of species within these microbial communities.

**FIG 1:**
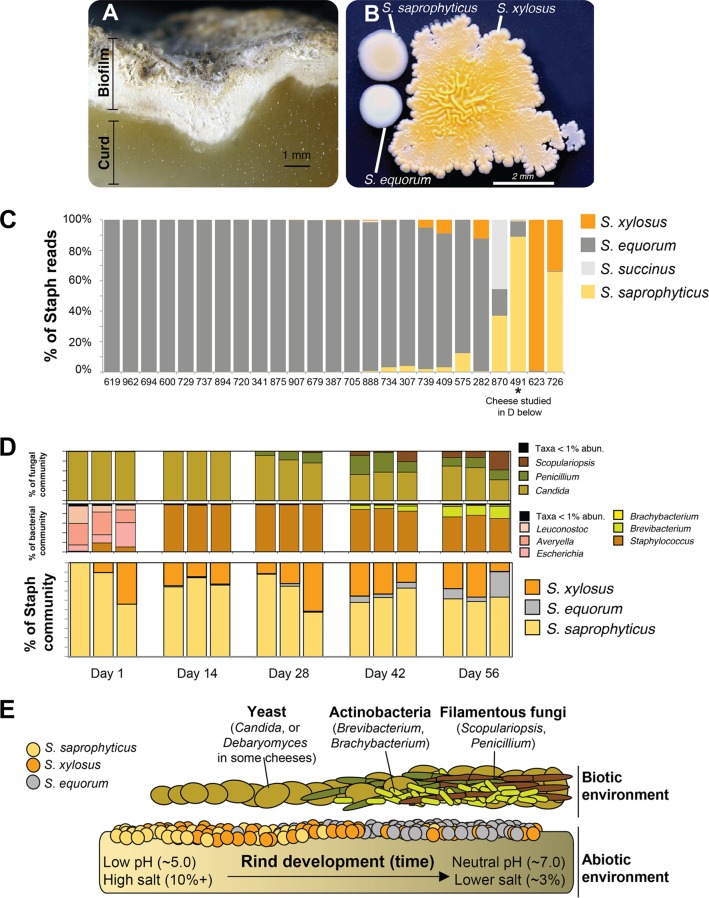
Ecological distributions of *Staphylococcus* species in cheese rind microbiomes. (A) A natural rind cheese showing the surface biofilm and curd. (B) Colonies of three of the most abundant CNS species found in cheese rinds were grown on plate count agar and photographed in natural light. Most strains of *S. saprophyticus* and *S. xylosus* are yellow or orange, while most strains of *S. equorum* are white. (C) Relative abundances of four CNS species in 25 cheese rind communities determined via metagenomic mapping of reads to reference genomes. Data are presented as relative abundances of reads that mapped to a *Staphylococcus* genome. Numbers at the bottom of the figure panel represent cheese sample identification numbers. (D) Relative abundances of four CNS species across a temporal sampling of 3 wheels of cheese aged over 56 days. Data for fungal and bacterial communities are from amplicon data presented in reference 26. Data for *Staphylococcus* communities were determined and are presented as described for panel C. (E) A model of *Staphylococcus* interactions with the biotic and abiotic environment during cheese rind development.

Coagulase-negative *Staphylococcus* (CNS) species are widespread but poorly understood members of cheese rind microbial communities. In a large-scale survey of 137 cheese rind communities, we found that *Staphylococcus* species were abundant (15% abundance on average across all cheese styles) and frequent (greater than 1% of the bacterial community in 67% of the cheeses surveyed) (24). Previously published studies performed in Europe and preliminary culture-based work performed in our laboratory have demonstrated that, across naturally aged cheeses and meats, four species of CNS are common: *S. equorum*, *S. xylosus*, *S. saprophyticus*, and *S. succinus* (26) (Fig. 1B). These species can also be commonly found co-occurring in animal microbiomes, including cow teats (27). Interestingly, these commonly co-occurring CNS species are very closely related members of the “*saprophyticus* cluster group” within the genus *Staphylococcus* (28–30), suggesting that they may have similar traits and share overlapping niches in the cheese rind microbiome. Ecological processes that shape the distribution of these commonly co-occurring species have not been identified.

By combining metagenomic data from *in situ* communities, *in vitro* reconstructions of experimental communities, and comparative genomics and transcriptomics, we address the following questions. (i) What are the ecological distributions of *Staphylococcus* species across cheese rind communities and during the development of cheese microbiomes? (ii) What ecological processes, including abiotic and biotic selection, determine the distributions of *Staphylococcus* species? (iii) Which potential molecular mechanisms underlie these ecological processes? The integrated ecological framework that we develop for dissecting the ecological distributions of these nonpathogenic *Staphylococcus* species could be applied to pathogenic *Staphylococcus* species in less-tractable microbiomes.

## RESULTS

### *Staphylococcus equorum* is the most abundant and widespread *Staphylococcus* species in cheese rind biofilms.

To measure the relative abundances of the four CNS species previously isolated from cheeses (*S. equorum*, *S. xylosus*, *S. saprophyticus*, and *S. succinus*), we used whole-genome shotgun metagenomic sequencing of rind microbiomes from 25 cheeses. Of these 25 metagenomes, 7 were previously published (24) and 18 were new metagenomes sequenced for this study (see Table S1 in the supplemental material). From each metagenome, we mapped 5.2 million 100-bp reads to an ~40-kb region of the reference genomes that provides careful discrimination between the four *Staphylococcus* species (see Materials and Methods). Percent relative abundance of each species was calculated as the number of reads mapped to a specific *Staphylococcus* species divided by the total number of reads mapped to all four *Staphylococcus* species genomes.

Across the 25 cheeses analyzed, *S. equorum* was the most abundant species (Fig. 1C), making up an average of 68.2% of the *Staphylococcus* reads detected across these rind communities. While 4 of 25 rind microbiomes were dominated by either *S. saprophyticus* or *S. xylosus*, *S. equorum* was dominant in 84% of the rind samples. *S. succinus* was very rare across the rinds sampled; it was detected in only 4 of the 25 rind communities. This metagenomic view of CNS in cheese supports previous culture-based surveys (26) suggesting that *S. equorum* is the most frequently encountered and locally abundant CNS species across cheeses. Given its widespread distribution, we hypothesized that certain traits in *S. equorum* promote its dominance in cheese and other fermented food microbiomes.

In addition to distribution across cheeses, we also investigated temporal patterns of abundance of the different *Staphylococcus* species during the development of a rind community. We chose a cheese (sample 491 in Fig. 1C) that had multiple species of *Staphylococcus* present so that we could identify any differences in colonization dynamics across the three species. Successional dynamics of all bacteria and fungi for this cheese have been previously described using amplicon metagenomic sequencing (24). Three replicate wheels of cheese were sampled at 1, 14, 28, 42, and 56 days after production, and the whole-genome shotgun metagenomic sequencing approach described above was used to determine relative abundances of *Staphylococcus* species over time. Unlike many of the previously described metagenomes, *S. equorum* did not dominate the *Staphylococcus* community at final stages of community development but showed a pattern of increasing relative abundance over time. At the early time points (day 1), reads of *S. equorum* were not detected whereas reads of *S. saprophyticus* and *S. xylosus* were detected. Over time, the relative abundance of *S. equorum* increased as the cheese aged, with the highest relative abundances detected at the final sampling time (day 56) (Fig. 1D). Note that these are relative abundance data, so it is impossible to distinguish between increasing abundance of *S. equorum* over time and decreasing abundance of the other species. But these data do suggest that *S. equorum* may be a late-colonizing species in cheese rind microbiomes.

### The most abundant species (*Staphylococcus equorum*) is a slow colonizer and a weak competitor.

To explain the distributions of *Staphylococcus* species, we began to test the role of major abiotic and biotic components that have been previously identified in cheese rinds, including interactions between *Staphylococcus* species (congeneric competition), interactions between *Staphylococcus* species and the abiotic environment (abiotic selection), and interactions between *Staphylococcus* species and other microbial species present in cheese rinds (biotic selection) (Fig. 1E).

One mechanism commonly used to explain coexistence in multispecies communities is the competition-colonization tradeoff (31–33). Theoretical models and experimental data have both shown that poor competitors are generally better at quickly colonizing an open niche before competitors arrive, while rapid colonizers are generally poor at competition with neighboring species. This competition-colonization tradeoff can lead to coexistence of the two types of species within a community (31–33). Based on the low rate of colonization by *S. equorum* observed in the temporal metagenomic survey, we predicted that *S. equorum* would be a poor colonizer of cheese. We also predicted that it would be a strong competitor to compensate for its poor colonization ability. To assess competition and colonization, we used *in vitro* cheese rind assays, where cheese curd agar (CCA) was used to mimic the cheese environment (24). We focused only on the three most frequently detected species (*S. equorum*, *S. xylosus*, *S. saprophyticus*) because *S. succinus* is rarely detected (<1% abundance across all cheeses sampled and across the time series).

As expected based on the temporal metagenomic data, *S. equorum* was a slow colonizer of cheese compared to *S. xylosus* and *S. saprophyticus* (Fig. 2A). Over a 4-day period, 2 of 6 strains of *S. equorum* did not grow, while the remaining 4 strains grew much more slowly than *S. saprophyticus* and *S. xylosus*, with significant differences in growth between *S. equorum* and both *S. saprophyticus* and *S. xylosus* at 24 h of growth. These data corroborate the *in situ* late-colonization pattern observed in the temporal metagenomic study (Fig. 1D).

**FIG 2:**
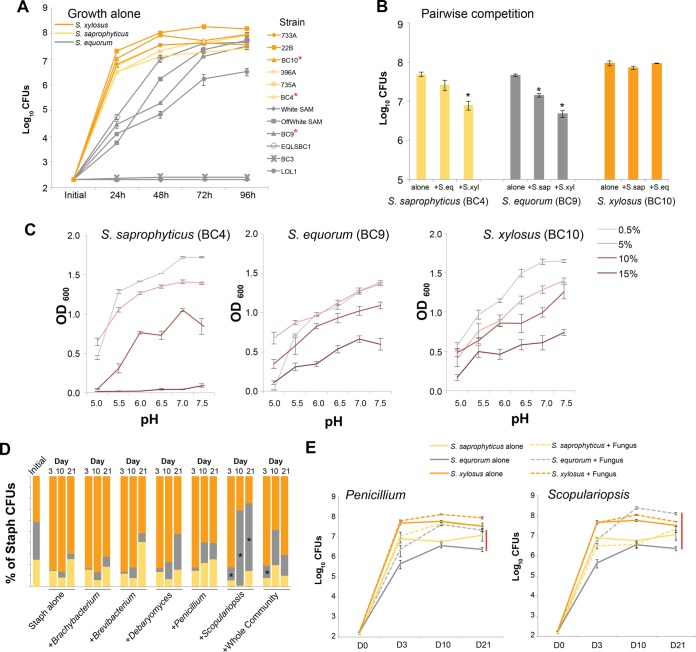
Ecological processes impacting the distributions of *Staphylococcus* (Staph) species in cheese rinds. (A) Colonization of different strains of *S. equorum*, *S. saprophyticus*, and *S. xylosus* on cheese curd agar. Points represent means (*n* = 3) ± 1 standard error. Strain (*F*_11,24_ = 115.19, *P* < 0.0001) and time of harvest (*F*_3,72_ = 151.09, *P* < 0.001) and their interaction (*F*_33,72_ = 16.187, *P* < 0.001) were significant based on a repeated-measures analysis of variance (ANOVA), with all *S. equorum* isolates having significantly lower growth than the *S. saprophyticus* and *S. xylosus* isolates based on Tukey’s honestly significant difference (HSD) test. Red asterisks next to strain names indicate the strains of each species used for the remaining experiments. (B) Pairwise competition of the three species of *Staphylococcus* (*S. equorum* [S.eq] strain BC9, *S. saprophyticus* [S.sap] strain BC4, and *S. xylosus* [S.xyl] strain BC10), with colors as defined for panel A. Bars represent means (*n* = 3) ± 1 standard error. Asterisks indicate significant differences in growth rates (*P* < 0.01) in the presence of an interspecific competitor compared to growth in the absence of an interspecific competitor (Dunnett’s test). (C) Growth of same species/strains as described for panel B over a range of pH and salt concentrations in BHI medium as measured by OD_600_ after 48 h. Points represent means (*n* = 3) ± 1 standard error. *S. xylosus* has a greater niche breadth (OD_600_ sum = 21.47 ± 0.50) than *S. saprophyticus* (OD_600_ sum = 19.187 ± 0.28) or *S. equorum* (OD_600_ sum = 19.08 ± 0.33) based on ANOVA with Tukey’s HSD test (*F*_2,5_ = 13.336, *P* < 0.01). (D) Relative abundances of the three species of *Staphylococcus* in experimental *in vitro* communities over 21 days. The three species were inoculated at initially identical densities and grown alone or with 5 single-species neighbors or an entire community containing all 5 neighboring species. Both biotic treatment (*F*_6,20_ = 48.268, *P* < 0.0001) and time of harvest (*F*_2,40_ = 29.310, *P* < 0.001) and their interaction (*F*_12,40_ = 12.528, *P* < 0.001) had significant effects on the abundance of *S. equorum*. Asterisks indicate significant stimulation of *S. equorum* compared to Staph-alone treatment based on Tukey’s HSD tests of absolute numbers of CFU. (E) Absolute abundances of the three species of *Staphylococcus* in the same experimental *in vitro* communities as described for panel D but only for molds *Penicillium* and *Scopulariopsis*. Solid lines represent the species growth in treatments without neighbors, while dashed lines represent the species growth in treatments with the fungal partner. Points represent means (*n* = 4) ± 1 standard error.

While the growth of *S. equorum* alone suggested that it is a slow colonizer of the cheese environment and may be at a disadvantage compared to the other two species, synergistic effects when grown with neighbors may allow it to outcompete the other two *Staphylococcus* species. Surprisingly, when grown in pairwise competition assays with the other two species of *Staphylococcus*, *S. equorum* was also a poor competitor. *S. xylosus* growth was not inhibited when grown with neighbors, but growth of both *S. saprophyticus* and *S. equorum* was significantly inhibited in the presence of neighboring species (Fig. 2B). *S. xylosus* had the greatest negative impact on neighboring species, suggesting that it is the strongest competitor in these communities. These *in vitro* growth and competition experiments suggest that *S. equorum*, the most widespread CNS species in cheese rinds, is the slowest colonizer and the weakest competitor of the three CNS species studied.

In some systems, specialization to different abiotic niches can allow species to coexist, and widespread species tend to have the largest abiotic niche breadth (34). We predicted that *S. equorum* might have a broader environmental niche breadth than the other two CNS species, and in environments that limit the growth of *S. xylosus* and *S. saprophyticus*, *S. equorum* can thrive. To test this prediction, we measured the growth of the three CNS species across gradients of salt and pH that span those found during the aging of cheeses (Fig. 2C; see also Fig. S1 in the supplemental material). Salt and pH are two of the most important drivers of bacterial growth in cheese microbiomes, and both of these environmental variables change during the aging of cheese as *S. equorum* becomes more abundant (24, 35). In contrast to our prediction, *S. xylosus* had the broadest niche breadth as determined by total growth across the range of pH and salt concentrations, with *S. equorum* and *S. saprophyticus* having more restricted niches (Fig. 2C; see also Fig. S1). Although the salt tolerance of *S. equorum* is greater than that of *S. saprophyticus* and comparable to that of *S. xylosus*, *S. saprophyticus* can grow at lower pH than both of the other species, which may explain why it dominates in the early stages of cheese rind development. These data suggest that, while these different *Staphylococcus* species do have different environmental tolerances, *S. equorum* does not have the broadest niche breadth and does not specialize in a particular abiotic niche. Therefore, abiotic niche breadth does not explain the widespread distribution of *S. equorum* in cheese rinds.

### Biotic interactions explain discordant *in situ* and *in vitro* patterns of abundance.

The contrasting *in situ* observations and *in vitro* experiments present an interesting ecological conundrum: how can a slow colonizer and weak competitor become the most abundant species in most cheese rind communities? We hypothesized that neighboring bacterial or fungal species could mediate competition between the *Staphylococcus* species through specific promotion of *S. equorum* or specific inhibition of *S. xylosus* and *S. saprophyticus.*

To test how biotic interactions impact the abundance of the three species, we repeated the same three-way competition experiment described above but added common bacterial (*Brachybacterium* and *Brevibacterium*) and fungal (*Scopulariopsis*, *Penicillium*, and *Debaryomyces*) species from cheese rinds to the 3-species *Staphylococcus* community. Addition of bacterial neighbors did not shift the abundance of *S. equorum* in the community (Fig. 2D). However, addition of fungi dramatically shifted the composition of the *Staphylococcus* community. Most strikingly, the mold *Scopulariopsis* shifted the community composition such that *S. equorum* became the dominant *Staphylococcus* species at the final time point (day 21), as was observed *in situ* (Fig. 2C). These shifts in relative abundance could be due to species-specific growth promotion of *S. equorum* or inhibition of the strong competitors *S. xylosus* and *S. saprophyticus*. Absolute data show the former; *Scopulariopsis* strongly stimulates growth of *S. equorum* but not growth of the other *Staphylococcus* species (Fig. 2E) (*S. equorum* abundance [*F*_1,20_] = 49.51, *P* < 0.001; *S. saprophyticus F*_1,20_ = 0.76, *P* = 0.39; *S. xylosus F*_1,20_ = 4.77, *P* = 0.04).

On the basis of our *in vitro* studies showing that *Scopulariopsis* strongly promotes *S. equorum* growth, we predicted that the presence of *S. equorum* and that of *Scopulariopsis* would be strongly positively correlated in naturally forming rind microbiomes. *In situ* data collected across the development of a cheese rind community (Fig. 1D) do show strong positive associations between *S. equorum* and the fungi *Scopulariopsis* (Spearman’s rho = 0.77, *P* = 0.006) and *Penicillium* (Spearman’s rho = 0.78, *P* = 0.005) (see Fig. S2 in the supplemental material). The presence of species of the *Actinobacteria* genera *Brevibacterium* (Spearman’s rho = 0.82, *P* < 0.001) and *Brachybacterium* (Spearman’s rho = 0.85, *P* < 0.001) is also strongly positively correlated with *S. equorum* abundance, even though these bacteria did not promote the growth of *S. equorum* experimentally (Fig. 2D), suggesting that *in situ* correlations of abundance do not always correctly predict experimental outcomes. Given that these data come from repeated sampling of the same three wheels of cheese, albeit from different locations across the rind surface (see Materials and Methods), these strong correlations should be interpreted cautiously due to lack of complete independence. But the data do provide a preliminary indication of the correspondence between the patterns of abundance in experimental interactions observed *in vitro* and *in situ*.

### Comparative genomics and transcriptomics point to potential molecular mechanisms underlying distributions of *Staphylococcus* species.

A specific interaction between the mold *Scopulariopsis* and *S. equorum* shifts the composition of the *Staphylococcus* community from dominance by a strong competitor, *S. xylosus*, to dominance by a weak competitor, *S. equorum*. To determine the potential molecular mechanism(s) underlying the bacterium-fungus interaction, we used comparative genomics of each of the *Staphylococcus* species alone as well as transcriptomics (RNA-sequencing or RNA-seq) of cocultures. Comparative genomics can pinpoint gene sets that are unique to species/strains that might explain ecological traits specific to a species (36, 37), while RNA-seq has the power to reveal the subset of genes and pathways that may underlie the outcomes of species interactions (38, 39).

To determine gene sets that are unique to *S. equorum*, we compared protein-coding genes of 15 new genomes sequenced for this study that span the three *Staphylococcus* species, as well as 7 existing genomes (see Table S2 in the supplemental material). We found 76 protein-coding genes that were both present in all *S. equorum* strains and absent in *S. saprophyticus* and *S. xylosus* genomes (Fig. 3A; see also Table S3). One striking pattern to emerge is the enrichment of genes in *S. equorum* associated with iron acquisition and metabolism (Fig. 3A). Iron is one of the most limiting nutrients in cheese rinds (40), and *Staphylococcus* species have evolved various mechanisms for coping with low iron availability, including the production of siderophores (41). Much of the iron enrichment signal in *S. equorum* is due to the presence of a siderophore production and uptake operon that is homologous to the staphyloferrin B operon in *Staphylococcus aureus*. Staphyloferrin B is an alpha-hydroxycarboxylate siderophore that has been shown to be important in the growth and virulence of *S. aureus* (41). This operon is uncommon in the genus *Staphylococcus*; the entire operon is found only in *S. aureus*, *S. pseudintermedius*, and now *S. equorum*.

**FIG 3:**
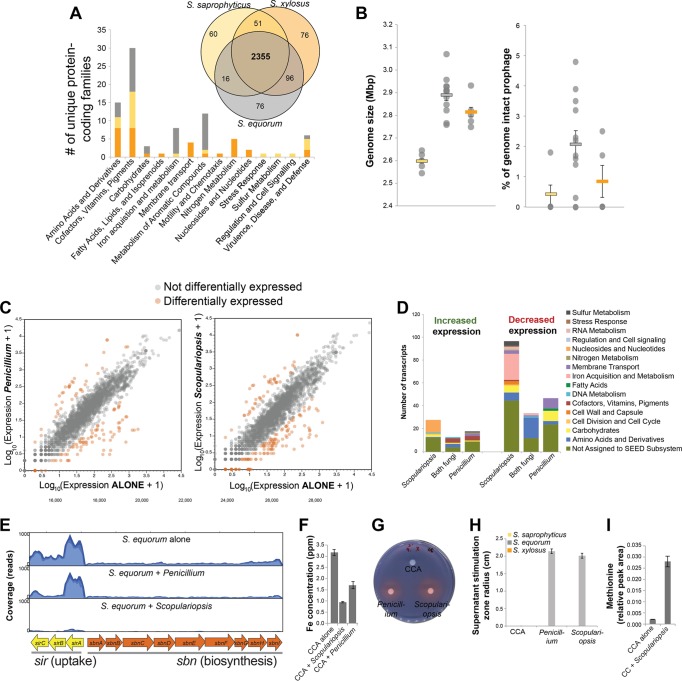
Putative molecular mechanisms underlying interactions between *Staphylococcus equorum* and fungi. (A) Comparative genomics of *Staphylococcus* species reveals species-specific genes, which are unevenly distributed across functional categories. Data are from 12 *S. equorum* (gray), 5 *S. saprophyticus* (yellow), and 5 *S. xylosus* (orange) strains. The Venn diagram shows overlap of clusters of protein-coding genes across the three species. The bar graph shows the distribution of species-specific genes (found in all strains of one species but not other species) across SEED subsystems. (B) Genome size estimates based on genome assemblies and percentages of prophage with intact genomes, as determined through PHAST annotations. (C) Changes in genome expression of *S. equorum* grown with the fungus *Penicillium* (left panel) or *Scopulariopsis* (right panel). Panels show scatter plots of global gene expression for *S. equorum* alone (*x* axis) versus with a fungus (*y* axis). Each dot represents a transcript from across the genome. Orange dots represent those transcripts that were differentially expressed when grown with the fungus (>5-fold change in expression; Rockhopper *q* value < 0.05). (D) Distribution of differentially expressed genes represented in panel C across SEED subsystems. (E) Representative read mapping at the staphyloferrin B operon from treatments with *S. equorum* alone (top), *S. equorum* plus *Penicillium* (middle), and *S. equorum* plus *Scopulariopsis* (bottom). Blue-shaded regions represent average coverage from read mappings. (F) Mean (± standard error) free iron concentration in cheese curd agar (CCA), CCA plus *Scopulariopsis*, and CCA plus *Penicillium*. All three conditions had significantly different iron concentrations based on ANOVA with Tukey’s HSD test (*F*_2,10_ = 10.30, *P* < 0.01). (G) Lyophilized and concentrated supernatants of CCA incubated without a fungus, with *Penicillium*, and with *Scopulariopsis* were spotted onto cellulose disks on chrome azurol S (CAS) medium. Shown is a representative plate after 1 day of incubation. (H) The supernatants used in the experiment whose results are shown in panel G were spotted onto cheese curd agar plates seeded with the three *Staphylococcus* species. The radius of zones of stimulation was measured around the cellulose disk after 3 days. (I) Mean methionine concentrations (± standard error) determined in cheese curd alone and cheese curd plus *Scopulariopsis* using capillary electrophoresis-time of flight mass spectrometry (CE-TOF MS). See Table S5 in the supplemental material for more details on metabolomics.

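With *Penicillium*, *S. equorum* strain BC9 lowered genes that bring in and split galactosides and raised histidine ammonia-lyase and a 3-hydroxybutyryl-CoA dehydratase, compared with growth alone (n = 3 libraries per treatment). Beta-galactosidase, which splits lactose, fell (log2 fold change −5.24, standard error [SE] 0.12, adjusted p = 3.15e-06 from edgeR's quasi-likelihood test), as did the melibiose carrier encoded beside it (−5.84, SE 0.11, adjusted p = 1.47e-06). An acyl-CoA hydrolase encoded close to these genes had a log2 fold change of −6.76 (SE 0.19, adjusted p = 4.96e-06). Histidine ammonia-lyase, the first enzyme of histidine breakdown, rose by 4.37 with *Penicillium* (SE 0.27, adjusted p = 5.37e-05) and by 4.51 with *Scopulariopsis* (SE 0.26, adjusted p = 0.000113). Of the L-lactate dehydrogenase genes, the copy at 814501 to 815433 of the concatenated draft genome fell with *Scopulariopsis* (−5.14, SE 0.28, adjusted p = 8.86e-05), while the copy at 156575 to 157531 rose (3.73, SE 0.20, adjusted p = 8.86e-05). With *Penicillium*, the 4 genes of lactate dehydrogenases and lactate transport also went both ways, from −4.47 to 1.37, with 2 lower and 1 higher. A 3-hydroxybutyryl-CoA dehydratase, annotated for the metabolism of short fatty acids, rose by 4.90 with *Scopulariopsis* (SE 0.30, adjusted p = 0.000125) and by 4.21 with *Penicillium* (SE 0.29, adjusted p = 7.88e-05). At an adjusted p under 0.05 and a fitted change over 5-fold, 29 of 2723 tested genes were higher and 61 lower with *Penicillium*, and 43 of 2721 were higher and 87 lower with *Scopulariopsis*. When the test itself was set against a 5-fold change, 41 genes passed with *Penicillium* and 32 with *Scopulariopsis*.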

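Among the genes that Table S4 assigns to SEED categories, those of iron acquisition were lower with *Scopulariopsis*, most of those of nucleosides were higher with *Scopulariopsis*, and most of those of amino acids were lower with each fungus. All 23 genes listed under iron acquisition and metabolism were lower with *Scopulariopsis* in a refit of the deposited counts, 22 of them by more than 5-fold, with a median log2 fold change of −3.29. Of 12 genes listed under nucleosides and nucleotides with *Scopulariopsis*, 11 were higher (median 3.40) and 1 was lower (−3.43), each by more than 5-fold. PurS, a subunit of an enzyme of purine synthesis, had a log2 fold change of 3.58 (SE 0.14, adjusted p = 5.92e-05). Under amino acids and derivatives, 22 of the 24 genes listed as lower with *Scopulariopsis* passed the test, 20 of them by more than 5-fold (median −3.32), and all 21 listed as lower with *Penicillium* were lower by more than 5-fold (median −3.12). The amino acid genes listed as higher, 3 with *Penicillium* (median 4.21) and 4 with *Scopulariopsis* (median 4.67), were all higher by more than 5-fold. With *Penicillium*, the 9 genes listed as lower under carbohydrates had a median of −3.97, 7 of them past 5-fold, and the 2 listed as higher, both past 5-fold, had 4.29. With *Scopulariopsis*, 6 carbohydrate genes were lower (median −2.73) and 3 higher (median 2.80). The 8 genes listed as higher with *Penicillium* under cofactors and vitamins, all past 5-fold, had a median of 4.06. Under sulfur metabolism, 4 genes were lower by more than 5-fold with *Scopulariopsis* (median −3.28) and 1 was higher by more than 5-fold with *Penicillium* (2.60). Since Table S4 was drawn from these same libraries, its categories are not independent evidence of these directions.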

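At the staphyloferrin B locus, SirA, the lipoprotein that binds staphyloferrin B for uptake, had 610 ± 16.3 counts-per-million (CPM) (SD, n = 3 libraries) with *Penicillium* and 63.4 ± 43.4 (SD, n = 3) with *Scopulariopsis*. In the libraries of *S. equorum* alone, SirA had 385 ± 185 CPM when scaled with the *Penicillium* libraries and 352 ± 172 when scaled with the *Scopulariopsis* libraries. SbnH, an enzyme of staphyloferrin B synthesis, had 56.1 ± 1.85 CPM with *Penicillium* against 55.9 ± 47.7 alone, and 4.13 ± 0.48 with *Scopulariopsis* against 51.1 ± 44.1 alone. SirA fell with *Scopulariopsis* (log2 fold change −2.48, SE 0.56, adjusted p = 0.00893), and so did SbnH (−3.65, SE 0.67, adjusted p = 0.00432). With *Penicillium*, the log2 fold change was 0.66 for SirA (SE 0.31, adjusted p = 0.113) and −0.01 for SbnH (SE 0.55, adjusted p = 0.983), neither past the test. The alone libraries spread widely at this locus, and without alone replicate 1 both genes were higher with *Penicillium*, SirA by 1.10 (adjusted p = 3.84e-05) and SbnH by 0.86 (adjusted p = 0.00245).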

We also identified genomic features in *S. equorum* that might help explain why it is competitively inferior to *S. saprophyticus* and *S. xylosus*. The composition of genes that are absent in *S. equorum*, but present in *S. saprophyticus* and *S. xylosus*, does not suggest any obvious nutrition stress response or other deficiencies (see Table S3 in the supplemental material). But we did observe substantial variation in the distributions of prophage-encoding genes across the three species. The abundance of prophages within a genome has been shown to decrease the growth of some bacterial species, leading to the notion of a prophage burden (42–44). While *S. equorum* does have a significantly greater total genome size (*F*_2,19_ = 26.79, *P* < 0.001) and a higher total number of coding sequences (*F*_2,19_ = 15.70, *P* < 0.001), it also has a higher potential prophage burden, with a significantly higher percentage of total coding sequences being intact phage in *S. equorum* compared to *S. xylosus* and *S. saprophyticus* (Fig. 3B) (*F*_2,19_ = 4.04, *P* = 0.034). The high abundance of these prophages in *S. equorum* cannot not be explained by the lack of restriction-modification (R-M) systems that might help prevent phage infection; of the three species, *S. equorum* actually has the highest number of genes predicted to be components of R-M systems (see Table S2). None of these three CNS species are predicted to have functional clustered regularly interspaced short palindromic repeat (CRISPR) systems. It is unknown if and how these prophage can be activated to lyse cells, but the burden with respect to copying phage DNA during chromosome replication and the potential for phage-mediated lysis of cells may be greater for *S. equorum* than for *S. saprophyticus* and *S. xylosus*.

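*S. equorum* strain BC9 was grown on cheese curd agar for 4 days at 24°C, either alone or in a biofilm with *Penicillium* or *Scopulariopsis*. Plates received 37000 CFU of *S. equorum*, and where a fungus was added, 370 CFU of *Penicillium* or 3700 CFU of *Scopulariopsis*, amounts that the authors chose for a similar density of fungal growth. Each of 3 replicate plates per treatment gave 1 library, and since the text does not say whether plates came from separate cultures, a p-value measures the spread between plates. The authors mapped forward reads with Rockhopper 1.3.0 to the concatenated draft genome of BC9, and coordinates are positions in that sequence with its RAST annotation. The paper states about 16 M (mega) reads sequenced per library, and the reads counted, predicted RNAs included, came to 4.49 to 15.83 M (median 9.26 M). Reads in annotated genes numbered 3939526 to 13916967 (median 8163956) in the alone libraries, 6715415 to 8980561 (median 7414160) with *Penicillium* and 5765254 to 9693490 (median 8955714) with *Scopulariopsis*. Predicted RNAs took 11.87 to 12.25% of the reads counted alone, 7.26 to 8.17% with *Penicillium* and 6.72 to 9.24% with *Scopulariopsis*. Raw counts of annotated genes were scaled by TMM, genes with few reads were removed by edgeR's filterByExpr, and each fungus was compared with growth alone by edgeR's quasi-likelihood test. *Scopulariopsis* was compared with *Penicillium* in a fit of all 9 libraries, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05. The tests, their thresholds, the gene lists and the rule for the genes to be named were set before the deposited tables were examined. The values of Table S4 had been read by then, and they include raw counts of its listed genes in each library. The lists were thus not blind to these libraries. From the lists, 27 matches were removed for their product names after the lists had been matched to the annotation. For each list, limma's fry tested whether its genes moved, on balance, in 1 direction, without comparing them with other genes. Limma's camera compares a list with all other genes. With a preset correlation between genes, it passed 22 of 42 lists with *Penicillium*, 20 with *Scopulariopsis* and 17 between the fungi. It passed no list when it estimated the correlation between genes, and that adjusted p is given beside each fry value. Replicates with *Penicillium* correlated across genes at 0.997 to 0.998, with genes not being independent replicates. Alone replicate 1 stood apart from the other alone libraries (0.964 and 0.978, against 0.995 between the others), and *Scopulariopsis* replicate 2 from its group (0.986 and 0.987, against 0.998). Replicates differed by more than counting noise in every group, with a chi-square per degree of freedom of at least 6.30. The alone counts of 39 genes differ between the deposited tables, 20 genes overlap a gene on the other strand, and genes of the same product name can share reads.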

To better understand specific genes and pathways within *S. equorum* that respond to the strong stimulation by the mold *Scopulariopsis*, we used RNA-seq to identify genes that were up- and downregulated in the genome of *S. equorum* in the presence of fungi compared to the levels seen with growth of *S. equorum* alone. We compared the effect of *Scopulariopsis* (strongly promoted growth) on the *S. equorum* transcriptome to the effect of *Penicillium* (weakly promoted growth) to examine differences in the transcriptional responses to these two fungi. 

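With *Scopulariopsis*, *S. equorum* had higher expression of purine biosynthesis, ribose transport and lactose and galactose genes than with *Penicillium*, and lower expression of siroheme and sulfate assimilation genes. All 13 purine biosynthesis genes were higher (13 when adjusted over the list alone), with a median log2 fold change of 1.71 (fry, adjusted p = 0.000184, and adjusted p = 0.358 with an estimated correlation). The glutamine amidotransferase subunit of phosphoribosylformylglycinamidine synthase, an enzyme of that pathway, differed by 2.15 (SE 0.12, adjusted p = 9.47e-06). All 9 ribose transport genes were higher, 3 of them by more than 5-fold (9 when adjusted over the list alone), with a median of 1.46 (fry, adjusted p = 0.00658, and adjusted p = 0.616 with an estimated correlation). Among them, RbsD encoded at 1252710 to 1253099 differed by 2.98 (SE 0.44, adjusted p = 0.000621). Of 11 genes of lactose and galactose use, 8 were higher and 3 did not pass (9 higher when adjusted over the list alone), with a median of 1.21 (fry, adjusted p = 1.6e-06, and adjusted p = 0.0709 with an estimated correlation). Beta-galactosidase differed by 3.45 (SE 0.23, adjusted p = 1.64e-05). The acyl-CoA hydrolase encoded next to that locus, at 2764220 to 2764747, differed by 7.27 (SE 0.18, adjusted p = 7.22e-08). Of 15 genes of siroheme and sulfate assimilation, which reduce sulfate for cysteine synthesis, 10 were lower, 7 of them by more than 5-fold, and 5 did not pass (10 lower when adjusted over the list alone), with a median of −1.81 (fry, adjusted p = 0.000889, and adjusted p = 0.602 with an estimated correlation). Adenylylsulfate kinase, which activates sulfate, differed by −4.62 (SE 0.59, adjusted p = 0.000298). Of 2729 genes tested between the fungi, 754 were higher and 842 lower with *Scopulariopsis*. Against growth alone, ribose transport had a median of −0.21 with *Scopulariopsis* (1 gene higher and 0 lower) and −1.23 with *Penicillium*. Lactose and galactose use had −0.35 with *Scopulariopsis* (2 higher and 5 lower) and −1.21 with *Penicillium*. Both lists were thus mostly lower than alone with *Penicillium*, and not mostly higher than alone with *Scopulariopsis*.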

Complementing our comparative genomics findings, the RNA-seq data also point to a key role of iron acquisition in the biology of *S. equorum* on cheese, in particular when grown with *Scopulariopsis*. 

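With *Scopulariopsis*, 27 of 29 listed iron acquisition genes were lower than in *S. equorum* alone, 20 of them by more than 5-fold, while 1 was higher and 1 did not pass (27 lower and 1 higher when adjusted over the list alone). They comprise the 9 *sbn* and 3 *sir* genes of staphyloferrin B and 17 other genes, of which 15 were lower. Of the 29, 21 are also in the iron category of Table S4, whose members the study chose on these libraries for falls over 5-fold. For those 21, the counts are thus not independent evidence. A transporter of iron compounds encoded from 546348 to 550028 on the plus strand was lower in all 4 of its genes, with a log2 fold change of −4.44 for the ATP-binding protein (SE 0.58, adjusted p = 0.00142) and −4.19 for the substrate-binding protein (SE 0.71, adjusted p = 0.00322). FeoB, the transporter of ferrous iron, encoded from 2285950 to 2287944 on the minus strand, fell by 2.38 on the log2 scale (SE 0.38, adjusted p = 0.00262). Proteins that bind ferrichrome, a siderophore made by fungi, were also lower, with −3.29 for the copy at 1867956 (SE 0.49, adjusted p = 0.00202) and −3.02 for the copy at 202712 (SE 0.46, adjusted p = 0.00222). The higher gene was Iron(III) dicitrate transport system permease protein FecD (TC 3.A.1.14.1), with 0.40 (SE 0.10, adjusted p = 0.012), and it did not pass without alone replicate 2 or *Scopulariopsis* replicate 3, which left 0 higher. Ferrichrome transport system permease protein FhuB (TC 3.A.1.14.3) had −0.34 (SE 0.16, adjusted p = 0.113), and FecD and FhuB were picked for mention after their values were seen. For the 17 other genes, fry gave an adjusted p of 0.0193, with an adjusted p = 0.562 with an estimated correlation. Without alone replicate 1, 13 of the 29 were lower by more than 5-fold, and when the test was set against a 5-fold change, 0 passed in edgeR (13 at an unadjusted p under 0.05).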

While the two fungal species had similar impacts on the transcriptional profiles of *S. equorum* in terms of the distributions of genes that were up- and downregulated (Fig. 3C; see also Table S4 in the supplemental material), *Scopulariopsis* had a unique impact on genes involved with iron acquisition and metabolism. 

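Compared directly, 27 of the 29 listed iron acquisition genes were lower with *Scopulariopsis* than with *Penicillium*, 20 of them by more than 5-fold, and 1 was higher (0 without *Penicillium* replicate 3), with a median log2 fold change of −2.86. Here too, 21 of the 29 are in Table S4's iron category, chosen for their fall in the same *Scopulariopsis* libraries. The *sbn* genes, the *sir* genes and the other iron acquisition genes each moved in that direction (fry, adjusted p = 0.00453, 0.00397 and 0.00134), with adjusted p = 0.616, 0.616 and 0.604 with an estimated correlation. SbnB, which supplies a precursor of staphyloferrin B, differed by −5.76 (SE 0.86, adjusted p = 0.00063), and FeoB by −2.34 (SE 0.33, adjusted p = 0.000433). The ferrichrome-binding protein at 1867956 differed by −3.09 (SE 0.42, adjusted p = 0.000413), whereas FecE, the ATP-binding protein of iron(III) dicitrate transport, had −0.54 (SE 0.62, adjusted p = 0.481). Across the genome, 754 genes were higher and 809 lower with *Penicillium* (48.2% of these higher), and 768 were higher and 870 lower with *Scopulariopsis* (46.9% higher). These shares depend on the scaling, as TMM places most genes near no change. With upper-quartile scaling, which the paper used, 47% were higher with *Penicillium* and 39.5% with *Scopulariopsis*, and with DESeq2 48.7% and 50%. The authors' own p-values, adjusted again over the genes tested here, gave 821 higher and 1246 lower with *Penicillium* and 339 higher and 1191 lower with *Scopulariopsis*. Of 2714 genes tested with both fungi, 458 were higher with both and 504 lower with both, where independent lists would share 212.8 and 259, and 109 were called in opposite directions. Log2 fold changes correlated at 0.635 across genes, and as both comparisons use the same alone libraries, 20 simulations without any effect of a fungus gave 0.495 (highest 0.525). The simulation was rebuilt after its first value was seen, since it had held the alone mean fixed and so left out noise that both comparisons share. The covariance of the log2 fold changes was 0.671, against 0.022 in the simulations. Each simulated gene had the same spread in every library, whereas real alone libraries correlated at 0.964 to 0.995 and those with *Penicillium* at 0.997 to 0.998. The simulated correlation and covariance may thus be too low, and the gaps to them do not measure a shared response. In the simulations, edgeR called 0 genes higher with both and 0 lower with both (highest 0 in 20 simulations). Without any effect hardly a gene can be called, so these counts do not test the overlap. The values for independent lists leave out the shared alone libraries, and separate effects of each fungus with the same alone libraries were not simulated. The first principal component, with 55.7% of the variance, parted the alone libraries from those with a fungus, and the second, with 34.8%, parted the fungi.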

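Table S4 places 23 annotated genes in its iron category, namely the 9 *sbn* and 3 *sir* genes, 4 genes of an iron compound transporter, 2 ferrichrome-binding proteins, FeoB, FecE, an iron(III) transport protein and a pair of genes of siroheme synthesis. In the refit, all 23 were lower with *Scopulariopsis*, and FecE alone fell short of 5-fold. The iron(III) ABC transporter's solute-binding protein had a log2 fold change of −3.34 with *Scopulariopsis* (SE 0.45, adjusted p = 0.00147) and −0.50 with *Penicillium* (SE 0.36, adjusted p = 0.272). FecE had −2.16 with *Scopulariopsis* (SE 0.64, adjusted p = 0.0243), a call lost without any 1 of the *Scopulariopsis* libraries (adjusted p = 0.0508 to 0.0804), and −1.25 without alone replicate 1. With *Penicillium*, 1 of the 23 was higher, 3 were lower and 19 did not pass, with 0 higher and 0 lower when adjusted over the list alone (2 higher and 3 lower at an unadjusted p under 0.05, 2 and 4 in DESeq2, and 2 and 2 in limma-voom). The lower genes were the iron compound transporter's ATP-binding protein (−1.08, SE 0.29, adjusted p = 0.0176), its permease at 547120 (−0.94, SE 0.26, adjusted p = 0.0204) and FecE (−1.65, SE 0.59, adjusted p = 0.0496). The higher gene was siroheme synthase (1.30, SE 0.36, adjusted p = 0.0211), which makes the cofactor of sulfite reductase. None of the 23 passed 5-fold with *Penicillium* in edgeR (0 at an unadjusted p under 0.05, 0 in DESeq2 and 0 in limma-voom). The count of lower genes with *Penicillium* was 0 without *Penicillium* replicate 1 or 3, 1 without replicate 2 and 6 without alone replicate 3, and the count of higher genes was 0 without any 1 *Penicillium* library, 2 without alone replicate 2 and 13 without alone replicate 1, while FecE had −0.77, the ATP-binding protein −0.69 and the permease −0.59 without alone replicate 1. As the study chose the category's members on these libraries, it is not independent evidence, and 0 of the 23 passed edgeR's test against a 5-fold change with *Scopulariopsis* (14 at an unadjusted p under 0.05).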

A total of 23 genes associated with iron acquisition were downregulated when *S. equorum* was grown with *Scopulariopsis*, while no genes associated with iron acquisition were downregulated when *S. equorum* was grown with *Penicillium* (Fig. 3D; see also Table S4). 

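With *Penicillium*, 4 of the 29 listed iron acquisition genes were higher than alone, each by less than 2-fold, and 3 were lower (4 and 2 when adjusted over the list alone, 5 and 3 at an unadjusted p under 0.05). Next to one another from 1971755 to 1974582 lie Ferrichrome transport ATP-binding protein FhuC (TC 3.A.1.14.3), with a log2 fold change of 0.82 (SE 0.10, adjusted p = 0.000585), Ferrichrome transport system permease protein FhuB (TC 3.A.1.14.3), with 0.92 (SE 0.12, adjusted p = 0.00108), and ABC-type Fe3+-siderophore transport system, permease 2 component, with 0.64 (SE 0.16, adjusted p = 0.0139). The fourth was Uncharacterized siderophore biosynthesis protein near heme transporter HtsABC @ Siderophore synthetase superfamily, group B [522744], with 0.80 (SE 0.10, adjusted p = 0.000855). With *Scopulariopsis*, FhuC had −0.35 (SE 0.12, adjusted p = 0.0476), and it was lower than with *Penicillium* by a log2 fold change of −1.17 (SE 0.10, adjusted p = 4.66e-05). These 4 genes were picked for mention after their values were seen. SbnA, the first gene of the staphyloferrin B cluster, had the highest value of the 29 with *Penicillium*, 1.17 (SE 0.65, adjusted p = 0.169), which did not pass, and without alone replicate 1 it was 2.35 (adjusted p = 5.34e-06), above 5-fold. Without alone replicate 1, 9 *sbn*, 2 *sir* and 6 other iron acquisition genes were higher with *Penicillium*. The count of lower genes was 6 without alone replicate 3, 1 without *Penicillium* replicate 2 and 0 without *Penicillium* replicate 1 or 3.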

No genes associated with iron acquisition were upregulated in either fungal treatment. 

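The 9 *sbn* genes, whose products make the siderophore staphyloferrin B, lie on the plus strand from 2769200 to 2780402, and the 3 *sir* genes, whose products import it, lie beside them on the minus strand from 2765977 to 2768978. With *Scopulariopsis*, all 9 *sbn* and all 3 *sir* genes were lower than alone, each by more than 5-fold (9 and 3 when adjusted over each list alone). SbnB had the largest decrease, with a log2 fold change of −4.88 (SE 1.00, adjusted p = 0.00619), followed by SbnA with −4.20 (SE 1.02, adjusted p = 0.0121). SbnE had the smallest of the cluster, −2.39 (SE 0.63, adjusted p = 0.016). Of the import genes, SirB had −3.35 (SE 0.67, adjusted p = 0.00576) and SirC −2.81 (SE 0.54, adjusted p = 0.0049). With *Penicillium*, 0 of these 12 genes passed in edgeR (0 at an unadjusted p under 0.05, 0 in DESeq2 and 0 in limma-voom), at log2 fold changes of −0.33 to 1.17. Against *Penicillium*, all 12 were lower with *Scopulariopsis*, with a median of −4.16 for *sbn* and −3.05 for *sir*. As groups against growth alone, the *sir* genes passed with *Scopulariopsis* (fry, adjusted p = 0.0318, and adjusted p = 0.562 with an estimated correlation), while the *sbn* genes did not (fry, adjusted p = 0.061, and adjusted p = 0.562 with an estimated correlation). Without *Scopulariopsis* replicate 1, SbnA, SbnE, SbnF and SbnI did not pass (adjusted p = 0.0523 to 0.0572), which left 5 of 9, and SbnE, SbnF and SbnI did not pass without replicate 3 (0.0537 to 0.0571), while SbnE had −1.45 and SbnI −1.63 without alone replicate 1. Leaving out alone replicate 1 made 9 of 9 *sbn* and 2 of 3 *sir* genes higher with *Penicillium*.

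**Figure D1:**
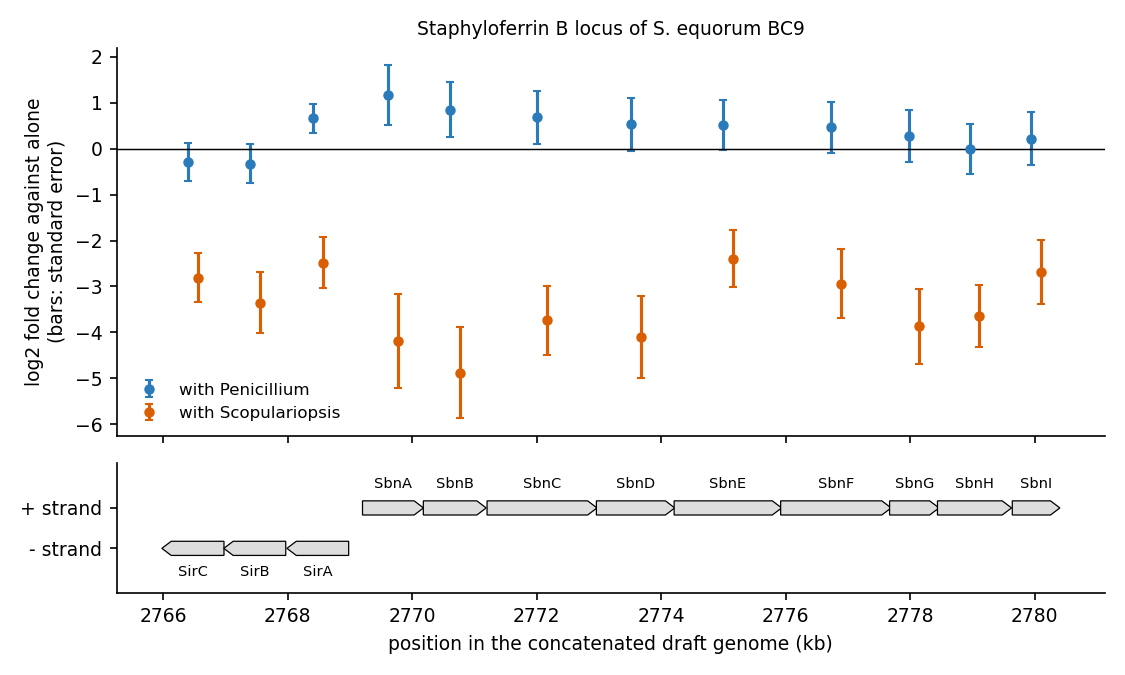
Log2 fold change of each gene against growth alone (vertical axis, bars ± SE) along the staphyloferrin B locus of the concatenated BC9 genome (horizontal axis, position in kb) for each fungus, with arrows for the genes' strands. The points with *Scopulariopsis* lie between −4.88 and −2.39, below every point with *Penicillium*, which lie between −0.33 and 1.17.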

The staphyloferrin B operon identified with comparative genomics was a major part of the strong iron response in our RNA-seq data set. 

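Averaged over the 9 *sbn* genes, log2(CPM + 1) was 2.01 ± 0.37 (SD, n = 3 libraries) with *Scopulariopsis* and 4.80 ± 1.27 (SD, n = 3) in *S. equorum* alone, a difference of −2.79. The 3 *sir* genes averaged 4.60 ± 0.80 (SD, n = 3) with *Scopulariopsis* and 7.40 ± 0.83 (SD, n = 3) alone, also a difference of −2.79. For both gene groups, every *Scopulariopsis* library lay below every alone library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With *Penicillium*, the *sbn* genes averaged 5.85 ± 0.04 against 4.93 ± 1.26 alone (difference 0.92, exact permutation p = 0.4), less than the SD of the alone libraries. The *sir* genes averaged 7.71 ± 0.07 against 7.53 ± 0.81 (difference 0.18, exact permutation p = 0.7). Between the fungi, *sbn* differed by −3.72 and *sir* by −2.99 (exact permutation p = 0.1 for each). For *sbn*, the alone libraries spread most, with means of 6.20, 4.47 and 3.73 when scaled with the *Scopulariopsis* libraries, while for *sir* the *Scopulariopsis* libraries (4.06, 5.52 and 4.23) spread about as widely as the alone libraries. Without alone replicate 1 the *sbn* difference was −2.08 with *Scopulariopsis* and 1.61 with *Penicillium*, and the *sir* difference with *Penicillium* ran from −0.16 without alone replicate 3 to 0.63 without alone replicate 1, while that of *sbn* was 0.38 without alone replicate 3.

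**Figure D2:**
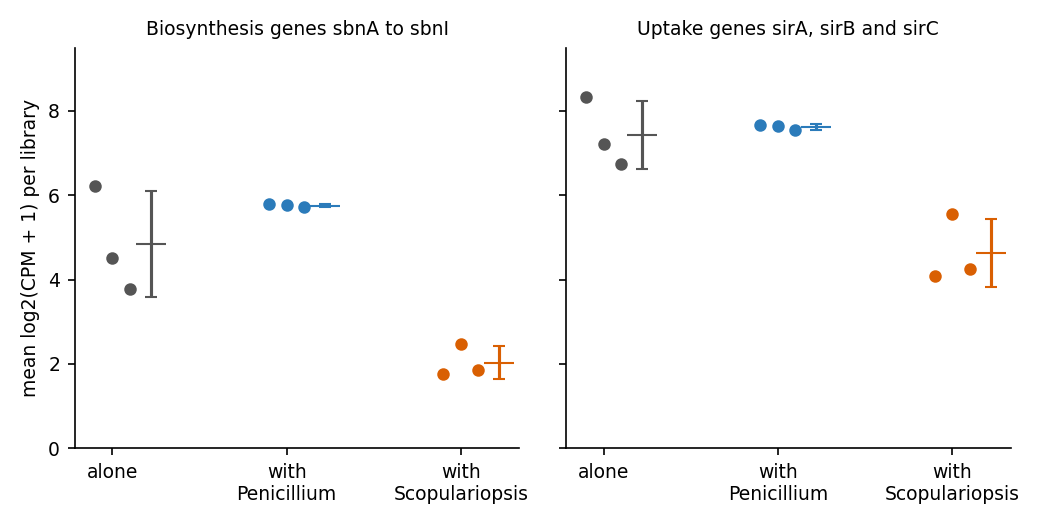
Mean log2(CPM + 1) over the 9 *sbn* genes (left) and the 3 *sir* genes (right) in each library (points), with the mean ± SD of each treatment (n = 3). The *Scopulariopsis* libraries lie below all others in both panels, and alone replicate 1 is the highest of the alone libraries.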

Mean expression across the staphyloferrin B operon was significantly lower for both the biosynthesis components (*sbnABCDEFGHI*; *t* = 5.22, *P* < 0.001) and the uptake components (*sirABC*; *t* = 3.82, *P* < 0.01) of the operon when *S. equorum* was grown with *Scopulariopsis* (Fig. 3E).

To determine if and how fungi might alter iron availability in cheese, we measured free iron availability in our cheese curd medium. Both fungal species caused a decrease in free iron availability, but *Scopulariopsis* decreased iron availability to a lesser extent (Fig. 3F), potentially explaining the differences in iron-associated gene expression patterns in the RNA-seq datasets. This assay does not measure chelated forms of iron, such as iron in siderophore complexes. Siderophores produced by fungi may sequester free iron and may be used in place of endogenously produced staphyloferrin B. Supernatants of *Scopulariopsis* and *Penicillium* contained siderophores (Fig. 3G), as detected with the chrome azurol S (CAS) assay (45), and these supernatants stimulated the growth of *S. equorum*, but not *S. saprophyticus* or *S. xylosus*, on cheese curd agar (Fig. 3H), highlighting the specificity of these bacterium-fungus interactions. The fact that *Penicillium* supernatants also strongly stimulate *S. equorum* is surprising given that we did not see strong stimulation of *S. equorum* when *Penicillium* was grown with the three-species *Staphylococcus* community (Fig. 2E). This may be because actively growing *Penicillium* fungi have other impacts on neighboring species not captured by these supernatant assays.

Two other strong transcriptional responses were observed in the presence of both fungal species: expression of genes involved with methionine biosynthesis pathways strongly decreased, and expression of genes involved with thiamine biosynthesis increased (see Fig. S3 in the supplemental material). 

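With each fungus, 6 of 8 genes of methionine transport and *S*-adenosylmethionine (SAM) synthesis were lower than alone by more than 5-fold and 1 was higher (6 and 1 when adjusted over the list alone), with a median log2 fold change of −4.67 with *Penicillium* and −5.41 with *Scopulariopsis*. SAM synthetase, which makes the methyl donor of the cell from methionine, had −5.21 with *Penicillium* (SE 0.45, adjusted p = 0.000171) and −5.23 with *Scopulariopsis* (SE 0.45, adjusted p = 0.000317). Of 9 methionine biosynthesis genes, 6 were lower with *Penicillium*, 4 of them by more than 5-fold, and 1 was higher (6 and 1 when adjusted over the list alone), while 5 were lower with *Scopulariopsis*, 2 of them by more than 5-fold (7 when adjusted over the list alone). Homoserine *O*-acetyltransferase, which commits homoserine to methionine, was lower with both, by −1.41 (SE 0.11) and −1.31 (SE 0.11). *O*-acetylhomoserine sulfhydrylase, which can make homocysteine from sulfide, was higher with *Penicillium* (0.57, SE 0.09, adjusted p = 0.00186) and lower with *Scopulariopsis* (−0.72, SE 0.20, adjusted p = 0.0176, lost without alone replicate 2 or *Scopulariopsis* replicate 1 or 3 at adjusted p = 0.057 to 0.0688). Of 16 thiamine biosynthesis genes, 12 were higher with *Penicillium*, 9 of them by more than 5-fold (12 when adjusted over the list alone), with a median of 2.57, and 13 were higher with *Scopulariopsis*, 4 of them by more than 5-fold, with a median of 1.63. The tRNA-modifying enzyme ThiI was lower with *Scopulariopsis* (−0.46, SE 0.10, adjusted p = 0.0083), which gave 13 higher and 1 lower when adjusted over the list alone. By fry, the adjusted p for transport and SAM, biosynthesis and thiamine was 0.00176, 0.00977 and 0.000382 with *Penicillium*, and 0.00156, 0.00881 and 0.00196 with *Scopulariopsis*. In the same order, adjusted p = 0.492, 0.603 and 0.394 with *Penicillium* and adjusted p = 0.424, 0.562 and 0.424 with *Scopulariopsis* with an estimated correlation. The 5 biosynthesis genes lower with *Scopulariopsis* became 2 without alone replicate 2 or *Scopulariopsis* replicate 1 and 3 without alone replicate 3 or *Scopulariopsis* replicate 3, and the gene higher with *Penicillium* became 3 without alone replicate 1, while the transport gene higher with *Penicillium*, MetT at 392053 (0.46, adjusted p = 0.0272), did not pass without alone replicate 2 or any 1 *Penicillium* library (adjusted p = 0.05 to 0.0923).

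**Figure D3:**
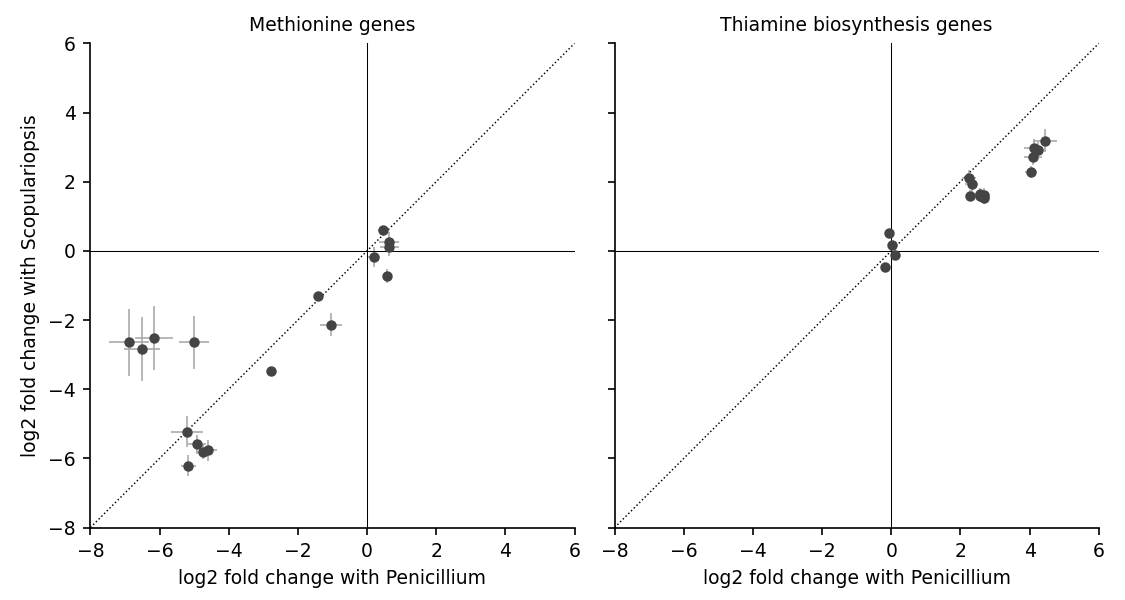
Log2 fold change against growth alone with *Penicillium* (horizontal axis) and with *Scopulariopsis* (vertical axis) for 17 methionine genes (9 of biosynthesis, 8 of transport and SAM synthesis) and 16 thiamine genes, with bars ± SE and a dotted line of equal change. Most methionine genes lie in the lower left and most thiamine genes in the upper right below the dotted line.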

Filamentous fungi produce large amounts of extracellular proteases, and these proteases may release free amino acids that could stimulate the growth of neighboring bacterial species (35, 46). Using a global metabolomics screen, we observed a substantial increase in the levels of many free amino acids when *Scopulariopsis* was grown on cheese curd agar, including a greater than 10-fold increase in levels of methionine (see Table S5). The reason for an increase in expression of thiamine biosynthesis genes in *S. equorum* is less clear, but previous studies of bacterium-fungus interactions have observed that bacterially produced thiamine can support the growth of fungi that are thiamine auxotrophs (47).

## DISCUSSION

Biotic interactions between microbial species have been frequently proposed as potential drivers of microbiome diversity (21, 48–50). Putative biotic interactions have been inferred from observational metagenomic studies, where positive or negative associations between microbial taxa are used as a proxy for positive or negative interactions (49–51). This approach can be confounded by the structure of relative abundance data of most metagenomic studies and by shared niche preferences of noninteracting organisms (52). Microbial interactions within microbiomes have rarely been experimentally validated due to the challenges of creating ecologically relevant conditions in a laboratory environment and the limited ability to culture all members in complex multispecies microbiomes. When potential pairwise interactions have been carefully measured and dissected mechanistically (19, 53–55), they have rarely been linked to potential patterns of biodiversity and ecological processes occurring in naturally forming microbiomes (56). By integrating observations from metagenomics with *in vitro* community reconstructions and comparative omics approaches, we have demonstrated that very specific biotic interactions between bacteria and fungi can shape the composition of widely distributed and closely related bacterial species.

After comparing *in situ* distribution patterns of commonly isolated *Staphylococcus* species obtained through metagenomic sequencing with *in vitro* competition, colonization, and niche breadth data, we were presented with a striking paradox. Across many independently assembled cheese microbiomes sampled in the United States and Europe, the most widely distributed and locally abundant *Staphylococcus* species was a slow colonizer and a poor competitor and did not have the largest niche breadth. By measuring the impacts of neighboring species from the cheese community on the distributions of these *Staphylococcus* species, we identified fungal facilitation as a mechanism to explain the distribution of the weakest species, *S. equorum*. One specific fungus, the widely distributed *Scopulariopsis*, had the strongest effect on the composition of *Staphylococcus* biofilms. Our findings demonstrate a clear example of an interdomain interaction shaping the distribution of bacterial species within a microbiome and suggest that bacterium-fungus interactions can determine the distributions of widely distributed microbes.

Our comparative genomics and transcriptomics data suggest several putative mechanisms that shape the ecological distribution of *S. equorum* in cheese rinds. Comparative genomics did not reveal nutritional deficiencies that may explain lower growth rates of *S. equorum* in cheese, but the accumulation of prophages and large genome sizes of *S. equorum* may pose constraints on potential maximum growth rates. The fungi *Scopulariopsis* and *Penicillium* had different impacts on the *S. equorum* transcriptome, likely due to differences in metabolites produced by these two fungi or their impacts on the cheese environment (e.g., pH, nutrient availability). Both fungal species caused a decrease in expression of genes associated with amino acid acquisition and metabolism, while only *Scopulariopsis* caused a decrease in expression of iron acquisition genes. 

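Genes of the TCA cycle, glycolysis and the ribosome were mostly higher with *Scopulariopsis* than with *Penicillium*. Of 14 TCA cycle genes, 12 were higher with *Scopulariopsis* (12 when adjusted over the list alone), with a median log2 difference of 0.83 (fry, adjusted p = 0.00101, and adjusted p = 0.602 with an estimated correlation). Aconitate hydratase, which forms isocitrate, differed by 1.46 (SE 0.23, adjusted p = 0.000754). Of 14 glycolysis genes, 12 were higher and 1 lower (12 and 1 when adjusted over the list alone), with a median of 0.59 (fry, adjusted p = 0.00306, and adjusted p = 0.616 with an estimated correlation). 1-Phosphofructokinase, which takes fructose into glycolysis, differed by 1.44 (SE 0.14, adjusted p = 8.73e-05). Of 56 ribosomal protein genes, 41 were higher and 2 lower (41 and 2 when adjusted over the list alone), with a median of 0.48 (fry, adjusted p = 0.00453, and adjusted p = 0.669 with an estimated correlation). The lower ones, the paralogs of S14p at 1340101 and L33p at 1340600, differed by −1.21 (SE 0.13, adjusted p = 0.00014) and −1.28 (SE 0.14, adjusted p = 0.000128), and 4 were lower without alone replicate 1 or with a replicate block in a fit of only the fungi. The genes of the class III ribonucleotide reductase, which makes deoxyribonucleotides without oxygen, were lower with *Scopulariopsis* than with *Penicillium*, by −2.46 for the large subunit (SE 0.16, adjusted p = 1.49e-05) and −2.83 for the activating protein (SE 0.17, adjusted p = 9.47e-06). An L-lactate permease at 774097 was higher by 3.02 (SE 0.40, adjusted p = 0.000357), and the L-lactate dehydrogenase at 156575 by 2.35 (SE 0.18, adjusted p = 2.4e-05). Against growth alone, 10 of the 14 TCA cycle genes were lower with *Penicillium* (11 when adjusted over the list alone), with a median of −0.66, among them the succinate dehydrogenase flavoprotein (−1.35, SE 0.14, adjusted p = 0.000356). With *Scopulariopsis*, 4 of the 14 were higher than alone and 0 lower, with a median of 0.14. Without alone replicate 1 or *Scopulariopsis* replicate 2, 2 were lower. The ribosomal protein genes were mostly lower than alone with each fungus. With *Penicillium*, 43 were lower and 3 higher (43 and 3 when adjusted over the list alone, median −0.89). With *Scopulariopsis*, 32 were lower and 11 higher (33 and 11 when adjusted over the list alone, median −0.58). The 11 became 5 without alone replicate 2, 4 without *Scopulariopsis* replicate 1 and 7 without *Scopulariopsis* replicate 3.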

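Most genes that make histidine were lower than alone with each fungus, and most genes that import or digest peptides were lower with *Scopulariopsis*. All 10 histidine biosynthesis genes were lower with *Penicillium*, 8 of them by more than 5-fold, and 9 were lower by more than 5-fold with *Scopulariopsis* (10 and 9 when adjusted over the list alone), with median log2 fold changes of −2.95 and −3.32 (fry, adjusted p = 0.0019 and 0.00222, and adjusted p = 0.405 and 0.424 with an estimated correlation). The regulatory subunit of ATP phosphoribosyltransferase, the first step of the pathway, had −3.25 with *Penicillium* (SE 0.23, adjusted p = 9.03e-05) and −4.44 with *Scopulariopsis* (SE 0.40, adjusted p = 0.000391). Of 14 genes of peptide transport and extracellular proteases, 7 were lower and 1 higher with *Penicillium*, and 13 were lower with *Scopulariopsis* (7 and 1, and 13, when adjusted over the list alone), with medians of −0.50 and −1.25 (fry, adjusted p = 0.00174 and 0.00314, and adjusted p = 0.492 and 0.562 with an estimated correlation). The di-/tripeptide transporter had −1.34 with *Penicillium* (SE 0.15, adjusted p = 0.000458) and −2.56 with *Scopulariopsis* (SE 0.24, adjusted p = 0.000425), a difference of −1.23 between the fungi (SE 0.20, adjusted p = 0.00103). Of 16 genes of lysine and threonine biosynthesis, 12 were lower with *Penicillium* (14 when adjusted over the list alone), and 10 were lower and 1 higher with *Scopulariopsis* (10 and 1 when adjusted over the list alone), with medians of −0.60 and −0.59 (fry, adjusted p = 0.000668 and 0.00489, and adjusted p = 0.394 and 0.562 with an estimated correlation). *N*-succinyldiaminopimelate aminotransferase, an enzyme of lysine synthesis, had −2.83 (SE 0.28, adjusted p = 0.000307) and −2.29 (SE 0.29, adjusted p = 0.0012). Of 16 genes of tryptophan and aromatic amino acid biosynthesis, 12 were lower with *Scopulariopsis* (12 when adjusted over the list alone; median −0.65, fry, adjusted p = 0.00314, and adjusted p = 0.562 with an estimated correlation), among them prephenate dehydrogenase of tyrosine synthesis (−2.61, SE 0.30, adjusted p = 0.000895). With *Penicillium*, 7 of these 16 were lower and 2 higher (7 and 2 when adjusted over the list alone), with a median of −0.17, and 4 were lower without *Penicillium* replicate 2 or 3 and 1 was higher without replicate 3. Branched-chain amino acid genes went both ways with *Scopulariopsis*, with 2 of 11 higher and 5 lower (3 and 5 when adjusted over the list alone), and 0 were higher without alone replicate 2 or 3 or *Scopulariopsis* replicate 1 or 3, and 4 without replicate 2. The 1 higher peptide gene with *Penicillium* did not pass without alone replicate 2 or 3 or any 1 *Penicillium* library (0 higher), nor did the 1 higher lysine and threonine gene with *Scopulariopsis* without alone replicate 2 or *Scopulariopsis* replicate 1 or 3 (0 higher). Beside decreases in amino acid genes with each fungus and in iron acquisition genes with *Scopulariopsis*, the paper raises the possibility that *Scopulariopsis* alters the availability of iron and free amino acids. It also raises the possibility that proteases of filamentous fungi release amino acids for neighboring bacteria. The authors name the smaller decrease of free iron with *Scopulariopsis* than with *Penicillium* (Fig. 3F) as a potential reason for the differences in iron gene expression.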

Much of the iron in cheese is bound by lactoferrin, an iron chelator present in milk (35), and microbes that colonize cheese produce siderophores to cope with iron limitation (40). Free amino acids are also in low supply in fresh cheese, as they are bound up in casein (35). *Scopulariopsis* may alter the availability of both iron and free amino acids by a variety of mechanisms (Fig. 4). Direct production of fungal siderophores by *Scopulariopsis* may relieve *S. equorum* of the costly production of the siderophore staphyloferrin B and potentially provide a unique iron source through cross-feeding. *Scopulariopsis* may also increase iron availability through release of chelated iron from lactoferrin through proteolysis, as has been suggested to occur with proteases of *Pseudomonas aeruginosa* (57–59). Proteolysis could also increase availability of free amino acids through casein degradation, potentially promoting the growth of slow-growing *S. equorum*. This current work highlights only a few potential molecular mechanisms, and the study did not fully test all potential mechanisms. More-detailed chemical analyses, including characterization of the fungal siderophores, are required to fully understand the molecular mechanisms driving the *Staphylococcus*-*Scopulariopsis* interaction.

**FIG 4:**
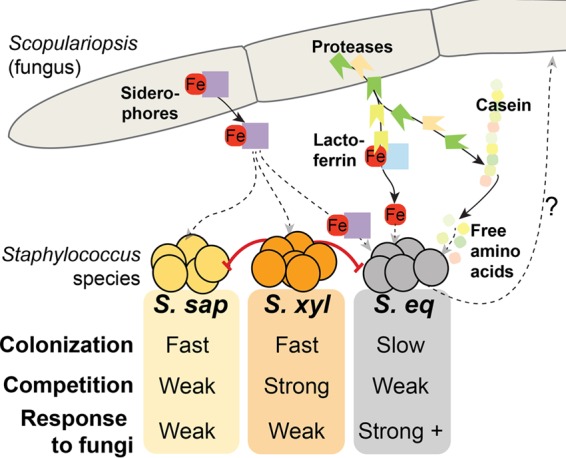
An overview of traits of cheese rind *Staphylococcus* species and potential mechanisms driving their interactions with fungi. Solid lines indicate interactions/mechanisms established in this work or in previous studies. Dashed lines indicate potential or unknown interactions/mechanisms.

Biotic interactions strongly altered the ecological distributions of the *Staphylococcus* species in these cheese biofilms, but other factors not manipulated in this study may also shape the abundance of *S. equorum* in microbiomes. High dispersal rates may counteract the slow colonization and poor competition traits of *S. equorum* and allow it to dominate cheese rind microbiomes. In the cheese production environment, high abundances of *S. equorum* in the raw milk used for cheesemaking or addition of *S. equorum* as a starter culture might allow high dispersal rates during the initial phase of cheese development. Previous surveys of microbial communities in raw milk have not indicated that *S. equorum* is particularly dominant relative to *S. saprophyticus* and *S. xylosus* (60–64), and *S. equorum* is not globally distributed as a starter culture in the cheese industry, suggesting that dispersal may not be important in explaining the widespread distribution of this species in cheese rinds. Future studies should examine the relative impacts of dispersal and biotic interactions in shaping the distribution of *S. equorum.*

While our work is driven by the search for basic principles of microbial community assembly, these results also have direct implications for the management of cheese microbiomes. One species of CNS studied, *S. saprophyticus*, causes urinary tract infections (UTIs) in healthy adults (65–69). While there is some confusion over whether the strains found in cheese and other foods can actually cause UTIs (65) and while there are no published reports of UTIs caused by eating cheeses, keeping *S. saprophyticus* out of cheese products should be a goal of cheese producers due to the potential for transfer of virulence factors or other mobile elements to the microbiome of cheese consumers. *S. equorum* is not considered a pathogen and has been suggested to be a potential starter culture given its previously described antilisterial activities (70, 71). Our work suggests that cheesemakers need to consider the management of co-occurring fungi in order to favor the growth of *S. equorum* over *S. saprophyticus*.

Fungi co-occur with bacteria in many microbiomes, including soils and the human body, but the ecology of bacteria and the ecology of fungi have traditionally been studied separately in the fields of bacteriology and mycology (19). Here we show that bacterium-fungus interactions can be important for explaining patterns of diversity within widespread microbial communities. Just as eukaryotic hosts (animals) can select for specific bacterial communities in host-associated microbiomes (72–74), fungi can select for specific bacterial communities in free-living microbiomes. While our work was performed using a synthetic community growing on an artificial substrate created by humans, fungal selection of bacterial diversity is likely to play a role in other microbiomes. For example, closely related *Staphylococcus* species co-occur in many human body sites, including the respiratory tract and skin microbiomes (6, 75–77). Various fungi can also co-occur in these same body habitats and may drive the distributions of pathogens such as *Staphylococcus aureus*. Future work exploring how fungi can shape the ecological distributions of bacterial species at fine phylogenetic scales can further elucidate the molecular mechanisms driving ecological patterns and processes in microbiomes.

## MATERIALS AND METHODS

### Isolation of strains.

Strains were isolated from rinds of cheeses or raw milk used for cheesemaking by serially diluting rind scrapings or milk samples on plate count agar with milk and salt (PCAMS) (24) with cycloheximide at a final concentration of 100 µg/ml. DNA was extracted from cells streaked on PCAMS using a PowerSoil DNA isolation kit (Mo Bio, Carlsbad, CA), and strains were initially identified to the species level using Sanger sequencing of the16S rRNA gene as previously described (24).

### Whole shotgun metagenomic library construction and mapping.

Whole shotgun metagenomic libraries from cheese rinds were constructed as described in reference 26 except that a New England Biolabs (Ipswich, MA) NEBNext Ultra DNA Library prep kit for Illumina was used according the manufacturer’s instructions. DNA was extracted from rinds using a PowerSoil DNA isolation kit, standardized to 1 µg in 50 µl of molecular-grade water, sheared to approximately 400 bp using a Covaris S220 focused ultrasonicator (Covaris, Woburn, MA), and used for library construction.

To determine the abundance of *Staphylococcus* species within each metagenome, 2.6 million 100-bp reads (for the survey across cheeses) or 1.7 million reads (for the survey over time from one cheese) were mapped to a conserved 39,648-kb region of the reference genome for each of the four CNS species (*S. equorum* strain BC9, *S. saprophyticus* strain BC4, *S. xylosus* strain BC10, and *S. succinus* strain BC15). This 39,648-kb region contains 44 protein-coding sequences and was chosen because preliminary cross-mapping studies for comparisons between the different *Staphylococcus* species demonstrated that this region could distinguish between these closely related species whereas the use of most other regions of the genome with highly conserved regions leads to false positives. Shotgun metagenomic data were mapped to reference genomes using the read mapper in Geneious 8.1.6. Reads were mapped with the following settings: minimum overlap identity = 97%; index word length = 14; map multiple best matches to none. Error rates based on mapping reads from individual genomes to all possible reference genomes were very low, ranging from 0.007% to 0.02%, demonstrating that this mapping approach provides precise discrimination of these four closely related species.

### *In vitro* growth, competition, and community assembly experiments.

Inocula for all *in vitro* experiments came from frozen glycerol stocks of brain heart infusion (BHI) broth liquid cultures that had been previously plated to determine CFU per microliter of inoculum. The main three strains used for experiments comparing *Staphylococcus* species were BC9 for *S. equorum*, BC4 for *S. saprophyticus*, and BC10 for *S. xylosus*. As our data in Fig. 2A demonstrate, each of these strains accurately represents the colonization and growth rates of each species. Depending on the *in vitro* experiment, different combinations of microbes were pooled in 1× phosphate-buffered saline (PBS) and inoculated onto the surface of 96-well microplates, with each well containing 150 µl of cheese curd agar (CCA) as previously described (24). For growth, competition, and community assembly experiments, inoculation for each species was approximately 200 CFU per well. For pairwise competition experiments, the total number of CFU of each species, even when grown alone, was 200 CFU. Growth-alone treatments had 200 CFU, while two-species treatments had 400 CFU in total. Postinoculation, microplates were sealed with a sterile, breathable film (Aeraseal; Excel Scientific, Victorville, CA). *In vitro* communities were incubated at 24°C for 3 days (to simulate cheese production facility conditions) and then at 14°C (to simulate cheese aging conditions) for the remainder of the incubation period (up to 21 days, depending on the experiment). To determine the CFU of each community member, communities were harvested by removing the entire CCA plug from a 96-well plate, homogenizing, and serial dilution plating as previously described (24).

### Niche screens.

The niche breadth of the three *Staphylococcus* species was determined by growing strains of each species in 200 µl of BHI broth under 24 different sets of pH and salt conditions that were distributed in grids across 96-well plates (see Fig. S1 in the supplemental material). Ten microliters of standardized inoculum at 20,000 CFU/µl of the appropriate strain was added to each well. Three replicate grids were assayed for each strain. After 48 h of growth with shaking at 200 rpm on a platform-shaking incubator at 24°C, the full volume of BHI broth in each well was pipetted up and down 5 times to remove any clumps, and optical density at 600 nm (OD_600_) was determined on a SpectraMax M5 plate reader.

### Genome sequencing and comparative genomics.

DNA was extracted using Mo Bio PowerSoil DNA extraction kits and streaks generated from a single bacterial colony grown for 2 to 3 days on PCAMS. Approximately 1 µg of purified genomic DNA (gDNA) was sheared using a Covaris S220 instrument to approximately 450 bp and was used as the input for a New England Biolabs (Ipswitch, MA) NEBNext Ultra DNA Library prep kit for Illumina. Libraries were spread across multiple sequencing lanes with other projects and were sequenced using 100-bp paired-end reads on an Illumina HiSeq 2500 instrument. Approximately 10 million reads were sequenced for each genome. Failed reads were removed from libraries, and reads were trimmed to remove low-quality bases and were assembled to create draft genomes using the *de novo* assembler in CLC Genomics workbench 8.0. Assembled genomes were annotated using RAST (78).

To compare the presence and absence of genes across strains and species, core and accessory genes were identified by assigning protein-coding sequences to functionally orthologous groups using the MultiParanoid method of the PanGenome Analysis Pipeline (PGAP) (79). Species-to-species orthologs were identified by pairwise strain comparison using BLAST with PGAP defaults: a minimum local coverage of 25% of the longer group and a global match of no less than 50% of the longer group, a minimum score value of 50, and a maximum *E* value of 1E^−8^. Multistrain orthologs were then found using MultiParanoid (80). Genes uniquely associated with each species were determined by filtering gene families to identify those present in all strains of a species and not present in any others, and functional annotations were determined using the RAST server and SEED subsystem annotations (78). Assessment of restriction-modification systems was conducted using SEED annotations, and assessment of potential CRISPR systems was conducted using CRISPRfinder (http://crispr.i2bc.paris-saclay.fr/).

### RNA-seq experimental setup, RNA isolation, library construction, and sequencing.

Experimental biofilms of *S. equorum* grown alone and with the two neighboring fungi were constructed by inoculating 20 ml of cheese curd agar in 100-mm-diameter petri dishes with 37,000 CFU of *S. equorum*. In the treatment using *S. equorum* alone, 100 µl of PBS was added to the *S. equorum* inoculum. In the fungal treatments, 100 µl of fungal inoculum was added to the *S. equorum* inoculum. *Scopulariopsis* was inoculated at ~3,700 CFU, while *Penicillium* was inoculated at ~370 CFU. The inoculation densities of the *S. equorum* and the fungi represented levels of bacterial and fungal densities similar to those that have been observed on cheese rinds (81, 82). We used different inoculation densities for the two fungi to take into account their very different growth rates; *Penicillium* reaches stationary growth in about 3 days whereas *Scopulariopsis* takes about 6 days to reach stationary growth. Previous preliminary experiments had demonstrated that using 1/10 the amount of the *Penicillium* inoculum produced similar densities of fungal growth across the *S. equorum* biofilms.

After 4 days of growth at 24°C, three replicate plates of each treatment (*S. equorum* alone, *S. equorum* plus *Penicillium*, and *S. equorum* plus *Scopulariopsis*) were harvested and used to create replicate RNA-seq libraries. Rind biofilms were harvested by scraping the cheese curd surface with a sterile razor blade to remove most of the microbial biomass. Harvested biofilms were stored in RNAProtect reagent (Qiagen) to stabilize mRNA and were frozen at −80°C. RNA was extracted using a standard phenol-chloroform protocol adopted from transcriptomics work in gut microbiomes (83). This protocol uses a standard bead-beating step in a lysis buffer to release cell contents from pelleted biofilms in RNAProtect. To ensure that the RNA was of high quality and not degraded, 500 ng of each RNA preparation was run and visualized on a 1.5% agarose gel. DNA was removed from the nucleic acid pool using a TURBO DNA-free kit (Life Technologies), and 5S/tRNA and rRNA were depleted using MEGAClear (Life Technologies) and RiboZero (Illumina) kits, respectively. To remove both yeast and bacterial rRNA, yeast and bacterial rRNA probes from the RiboZero kits were mixed 1:2 and used for rRNA depletion. To confirm that the samples were free of DNA contaminants, a PCR of the 16S rRNA was conducted with standard 16S primers (27f and 1492r).

RNA-seq libraries were constructed from purified mRNA using a NEBNext Ultra RNA Library prep kit for Illumina (New England Biolabs) and the manufacturer’s instructions and were sequenced using paired-end 100-bp reads on an Illumina HiSeq system in rapid run mode by the Harvard Bauer Core Facility. About 16 million reads were sequenced for each library. Only forward reads of the paired ends were used for analysis.

Analysis of RNA-seq libraries, including read mapping, normalization, and quantification of transcript abundances, was done using Rockhopper version 1.3.0 (84) with default settings. The *S. equorum* strain BC9 genome was concatenated and used as the reference genome for read mapping. Expression values were normalized using the upper quartile of gene expression. We considered differentially expressed genes to be those that exhibited a greater than 5-fold change in expression and that were deemed significantly different based on a *q* value of <0.05. Rockhopper’s *q* values are *P* values adjusted for the false-discovery rate using the Benjamini-Hochberg procedure.

### Fungal supernatant siderophore assay and growth stimulation assays.

To determine if fungi that promoted the growth of *S. equorum* produced siderophores and if supernatants of these fungi contained compounds that could stimulate bacterial growth, we grew the strains of *Penicillium* and *Scopulariopsis* described above in static liquid cheese curd (2% cheese curd, as opposed to 10% in solid medium) for 2 weeks at 24°C to obtain fungal supernatants. The cleared supernatant from this liquid was filter sterilized, frozen at −80°C, lyophilized, and then resuspended in sterile water. As a control, we also lyophilized 2% liquid cheese curd medium that had not been conditioned by any organism. For each of the three supernatant powders (control, *Penicillium*, *Scopulariopsis*), we added 2 mg of powder to 2 ml of sterile water for the experiments described below.

The chrome azurol S (CAS) assay was used to determine if fungal supernatants contained siderophores. We placed three sterile cellulose disks on the surface of a petri dish containing 20 ml of solid CAS assay medium (45). To the sterile cellulose disks, we added 20 µl of the hydrated cheese curd control powder that was not conditioned, the *Scopulariopsis* supernatant, or the *Penicillium* supernatant. After incubation in the dark at 24°C for 48 h was performed, we noted the presence of orange halos around the cellulose disks, indicating iron removal from the CAS assay blue dye complex.

We used the same approach to detect stimulation of *Staphylococcus* species by supernatants except that PCAMS or 10% cheese curd agar plates were used instead of the CAS assay medium. Standard (100-mm-diameter) petri dishes were seeded with approximately 75,000 CFU of one of the three *Staphylococcus* species to create a lawn of bacteria that could respond to the supernatant treatments. Three sterile cellulose disks were placed on the lawns, and 20 µl of control, *Scopulariopsis* supernatant, or *Penicillium* supernatant was added to one of the three disks. Three replicate plates for each species were used. Zones of stimulation were recorded after 3 days of growth, and the radius of stimulation zones was measured for the CCA plates after inverting photos of the plates to improve the ability to see colonies on the opaque cheese curd surface.

### Metabolomics and iron assays.

Cheese curd distributed in standard petri dishes was inoculated with either 100 µl of PBS or 100 µl of PBS containing ~3,700 CFU of *Scopulariopsis* (as in the RNA-seq experiments described above). After 10 days of growth, three replicate plates were harvested from each treatment and frozen until analysis by Human Metabolome Technologies (HMT) Inc. (Yamagata, Japan). Approximately 30 mg of each sample was mixed with 50% (vol/vol) acetonitrile in water, the mixture was homogenized, and the supernatant was filtered through a 5-kDa-cutoff filter (Ultrafree-MC-PLHCC; Human Metabolome Technologies Inc.) to remove macromolecules. The samples were then subjected to capillary electrophoresis-time of flight mass spectrometry (CE-TOF MS) for analysis of sugars, amino acids, nucleotides, and other ionic metabolites or to liquid chromatography-time of flight mass spectrometry (LT-TOF MS) for analysis of fatty acids, steroids, and other lipids using previously described analytical conditions and internal standards (85–87). Peaks were assigned to putative metabolites based on HMT’s standard library on the basis of *m*/*z* data and migration time (in CE-TOF MS) or retention time (in LT-TOF MS). Welch’s *t* test was used with false-discovery-rate correction of *P* values using the Benjamini-Hochberg procedure to identify metabolites that were significantly increased or decreased in abundance in the presence of *Scopulariopsis* on the basis of the relative peak area (metabolite peak area/ internal standard peak area × sample amount) for each metabolite.

To determine the concentration of available iron in the cheese curd medium, replicate plugs of cheese curd from the 96-well assays described above were removed from wells without microbes present (Control), where *Scopulariopsis* was inoculated (+*Scopulariopsis*), and where *Penicillium* was inoculated (+*Penicillium*) at the densities used in the community experiments described above. Iron concentrations in homogenates of these cheese curd samples were determined using an iron colorimetric assay kit (BioVision Inc.) according to the manufacturer’s instructions, except that 0.1 vol of 20% SDS was added to each sample to minimize interference from protein precipitation.

### Accession number(s).

Metagenomic libraries have been deposited in MG-RAST with accession numbers listed in Table S1 in the supplemental material. Assembled genome sequences have been deposited as whole-genome-sequencing (WGS) submissions to NCBI with accession numbers listed in Table S2. Raw RNA-seq reads and differential expression data have been submitted to the NCBI GEO database with GEO accession number GSE75505 (samples GSM1958050 through GSM1958058).

## SUPPLEMENTAL MATERIAL

Figure S1  Abiotic niche assays for more strains of each *Staphylococcus* species. Heat maps represent the growth of each strain across a gradient of salt and pH values as measured by OD_600_ after 48 h. Data for BC9, BC4, and BC10 are presented in more detail in Fig. 2. Data represent means of results of 3 replicates. Figure S1 relates to Fig. 2. Download Figure S1, TIF file, 0.9 MB

Figure S2  Spearman’s rank correlation coefficients of relative abundances of *Staphylococcus* species (from shotgun metagenomic data) and relative abundances of other members of the cheese rind community (from amplicon sequencing data). Correlations highlighted in bold are statistically significant (*P* < 0.01). See Results for discussion of caveats with respect to interpreting these data. Figure S2 relates to Fig. 1 and 2. Download Figure S2, TIF file, 0.9 MB

Figure S3  (A) The thiamine biosynthesis pathway. 

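The thiamine genes that were higher with each fungus lie mainly in clusters on the plus strand of the *S. equorum* genome, and most of the increases were larger with *Penicillium* than with *Scopulariopsis*. From 2102911 to 2106557 lie the thiazole synthesis genes *thiO*, *thiS*, *thiG* and *thiF* with a thiamin-phosphate pyrophosphorylase, which joins the thiazole and pyrimidine moieties. The pyrophosphorylase had a log2 fold change of 4.45 with *Penicillium* (SE 0.34, adjusted p = 0.00011) and 3.19 with *Scopulariopsis* (SE 0.33, adjusted p = 0.00064). ThiF, which activates the sulfur carrier ThiS, had 4.04 (SE 0.18, adjusted p = 2.19e-05) and 2.29 (SE 0.17, adjusted p = 0.000217), a difference of −1.76 between the fungi (SE 0.14, adjusted p = 3.78e-05). A second cluster, from 1749268 to 1752193, holds thiaminase II and kinases that recover the moieties of degraded thiamine. There, thiaminase II had 2.58 (SE 0.13, adjusted p = 3.57e-05) and 1.58 (SE 0.16, adjusted p = 0.000557). The genes *ykoE*, *ykoD* and *ykoC*, annotated as a thiamine-regulated importer of hydroxymethylpyrimidine, lie from 1652146 to 1654954, and YkoC had 2.29 (SE 0.13, adjusted p = 4.84e-05) and 1.59 (SE 0.16, adjusted p = 0.000478). Thiamin pyrophosphokinase, which forms the active cofactor, had 0.03 with *Penicillium* (SE 0.07, adjusted p = 0.703) and 0.17 with *Scopulariopsis* (SE 0.10, adjusted p = 0.155), neither past the test. Between the fungi, 11 of the 16 thiamine genes were lower with *Scopulariopsis* and 1 was higher (11 and 1 when adjusted over the list alone), with a median of −0.97 (fry, adjusted p = 0.00386, and adjusted p = 0.616 with an estimated correlation).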

The part of the pathway highlighted with thick lines was differentially expressed (green = increased expression, red = decreased expression) in *S. equorum* grown with fungi. Small yellow boxes indicate if differential expression was observed with just *Penicillium* (P), with just *Scopulariopsis* (S), or with both *Penicillium* and *Scopulariopsis* (PS). (B) The methionine biosynthesis pathway. 

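The cluster of methionine synthesis genes from 1848680 to 1854990 on the plus strand was lower with *Penicillium* than with *Scopulariopsis*. It encodes cystathionine gamma-synthase and cystathionine beta-lyase, which carry sulfur from cysteine to homocysteine, and 5,10-methylenetetrahydrofolate reductase and homocysteine methyltransferase, which supply and transfer the methyl group. With *Penicillium*, cystathionine gamma-synthase had 9.15 ± 0.98 CPM (SD, n = 3 libraries) against 658 ± 348 alone, and with *Scopulariopsis* 103 ± 83.3 against 597 ± 313 alone. Cystathionine beta-lyase had a log2 fold change of −6.89 with *Penicillium* (SE 0.57, adjusted p = 0.000151) and −2.65 with *Scopulariopsis* (SE 0.96, adjusted p = 0.0503), the latter not past the test, and differed by 4.23 between the fungi (SE 0.95, adjusted p = 0.00506). The reductase had −6.50 (SE 0.53, adjusted p = 0.000134) and −2.82 (SE 0.93, adjusted p = 0.0355), a difference of 3.66 (SE 0.85, adjusted p = 0.00624). Homocysteine methyltransferase had −5.00 (SE 0.44, adjusted p = 0.000177) and −2.65 (SE 0.77, adjusted p = 0.0237), a difference of 2.34 (SE 0.67, adjusted p = 0.0154). A methionine ABC transporter encoded from 639383 to 641936 moved the other way between the fungi, with its permease at −5.17 with *Penicillium* (SE 0.22, adjusted p = 2.15e-05) and −6.21 with *Scopulariopsis* (SE 0.30, adjusted p = 8.31e-05), a difference of −1.06 (SE 0.25, adjusted p = 0.00637). With *Scopulariopsis*, the reductase did not pass without alone replicate 2 or 3 or *Scopulariopsis* replicate 1 or 3 (adjusted p = 0.0538 to 0.0878), nor the methyltransferase without alone replicate 2 or 3 or *Scopulariopsis* replicate 1 (0.0567 to 0.0636), while the lyase passed without alone replicate 1 (0.0273) or *Scopulariopsis* replicate 2 (0.0254). Between the fungi, the methyltransferase did not pass without *Penicillium* replicate 1 (adjusted p = 0.0515) or *Scopulariopsis* replicate 3 (0.0557), and limma-voom called 1 of the 9 methionine biosynthesis genes higher with *Scopulariopsis*, where edgeR called 4.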

Notations are the same as those described for panel A. Figure S3 relates to Fig. 3. Download Figure S3, TIF file, 1.9 MB

Table S1  Shotgun metagenome metadata and features. Table S1, XLSX file, 0.1 MB

Table S2  Genome metadata and statistics. Table S2, XLSX file, 0.03 MB

Table S3  Gene clusters identified by pan-genome analysis pipeline (PGAP) present in all strains from each species. Table S3, XLSX file, 1 MB

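Several genes that Table S4 lists as lower with *Scopulariopsis* had hardly any reads there, among them genes of staphyloferrin B synthesis. SbnA had 1.45 ± 1.44 CPM (SD, n = 3 libraries) with *Scopulariopsis* and 23.8 ± 24.9 alone, and SbnB had 0.957 ± 0.931 against 25.3 ± 24.6. The iron(III) ABC transporter's solute-binding protein had 2.89 ± 0.307 against 29 ± 15.7. With *Penicillium*, a phage-associated homing endonuclease had 0.449 ± 0.107 against 2.44 ± 0.498 alone, a log2 fold change of −2.49 (SE 0.32, adjusted p = 0.000862). Table S4 gives a fold of 0 for 13 genes lower with *Penicillium* and a division by 0 for 36 genes lower with *Scopulariopsis*, so no fold can be taken from these entries. In the refit, 31 of the 31 annotated genes listed as higher with *Penicillium* and 41 of the 41 with *Scopulariopsis* passed the test in that direction, 29 and 41 of them by more than 5-fold. Of those listed as lower, 74 of 81 passed with *Penicillium* and 122 of 132 with *Scopulariopsis*, 61 and 87 of them by more than 5-fold. Only 78 of the 81 and 126 of the 132 had enough reads to be tested. The sign was the same for all genes with a listed fold, 99 with *Penicillium* and 137 with *Scopulariopsis*, and the log2 folds lay a median of 0.07 and 0.15 from the refit. As Table S4 and the refit draw on the same libraries, their overlap is not independent evidence.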

Table S4  Significantly differentially expressed genes in plus-*Penicillium* and plus-*Scopulariopsis* treatments based on results of RNA-seq experiments. Table S4, XLSX file, 0.1 MB

Table S5  Metabolites detected in cheese curd agar (CCA) with and without *Scopulariopsis* by the use of capillary electrophoresis-time of flight mass spectrometry (CE-TOF MS) and liquid chromatography-time of flight mass spectrometry (LT-TOF MS). Table S5, XLSX file, 0.1 MB

How the deposited data were processed for this re-analysis (not part of the article)

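RNA of *S. equorum* strain BC9 was sequenced from 9 libraries, 3 each of growth alone, with *Penicillium* and with *Scopulariopsis*. The authors mapped forward reads with Rockhopper 1.3.0 at default settings to the concatenated draft genome with its RAST annotation, and the submitters' processing notes also name CASAVA without a version. The deposited tables, 1 for each fungus with the same alone libraries, give for each library a raw read count, whose unit is count. They also hold the authors' normalized counts, scaled to a common upper quartile and rounded to whole numbers, whose unit is taken as score. The deposited RPKM and expression columns, with 1 value per group, are rounded to whole numbers and have the unit score as well. The authors' test columns hold a p-value and a q-value, the latter adjusted by Benjamini-Hochberg over each table.

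The tables hold 2788 annotated genes, with 69 predicted RNAs in the *Penicillium* table and 58 in the *Scopulariopsis* table, 29 of them at the same place. Predicted RNAs were left out of the tests, as they name no gene, and were put back in an alternative. Raw counts were read in Python 3.11.15 with pandas 2.3.3 and tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood F test). A gene passed at an adjusted p under 0.05, and a fitted fold change over 5 was counted apart, as the paper calls genes at more than 5-fold and a q-value under 0.05. Each fungus was compared with growth alone on its own 6 libraries. For *Scopulariopsis* against *Penicillium*, 1 fit held all 9 libraries, with the alone counts taken from the *Penicillium* table. The SE of a log2 fold change is its size divided by the square root of the F statistic. Gene lists were written from product names, 44 in all, of which 42 had members, and 27 matches were left out for their product names. Lists were tested with fry and with camera (preset and estimated correlation) of limma 3.58.1, adjusted over the 42 lists, and list counts were repeated with p-values adjusted over the list alone. The paper and the labels do not say what a replicate number marks. Between the fungi, same-numbered libraries deviated together from their group means, with correlations of 0.14, 0.28 and 0.23, against −0.24 to 0.07 for other pairs. The numbers may thus pair the libraries there. Deviations from a mean cancel out within a group, so these correlations are tied to one another. Differently numbered libraries also reached 0.38 (alone 1 with *Scopulariopsis* 2), so a pairing is not settled. With the alone libraries no pairing by number was seen, as same-numbered pairs over all groups ran from −0.29 to 0.36, with 5 of 9 over 0.1. Means over the *sbn* and *sir* genes used log2(CPM + 1) per library and an exact permutation test. Figures were drawn with matplotlib 3.10.9.

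Genes were named by a rule: the *sbn* and *sir* genes and the rest of the iron category of Table S4, the genes of the methionine and thiamine lists, the 10 largest changes per comparison and direction that passed without overlap between the groups' libraries and with a known product (3 against 3 libraries do not overlap in 10% of genes by chance), and for each other list with at least 3 tested members, the 2 members with the largest change among those that passed. The values of Table S4 had been seen when the rule was written. The biological coefficient of variation was 0.161 with *Penicillium*, 0.191 with *Scopulariopsis* and 0.158 in the fit of all libraries. The tests were tried on simulated data of the same depth and each gene's fitted spread. There edgeR recovered 95 of 100 genes changed 2-fold and 99 of 99 changed 8-fold with *Penicillium*, and called 8 of 2520 unchanged genes. With *Scopulariopsis* it recovered 82 of 99 and 100 of 100, and called 14 of 2519. The simulated spread was the same in both groups, and genes were drawn independently. The real alone libraries spread more widely than those with *Penicillium*, so false calls may be more frequent in the real data. Alternatives were DESeq2 1.42.0, limma-voom, upper-quartile scaling, no filter, a mean of at least 50 reads, all 9 libraries in 1 fit, only the libraries of the fungi for their difference, a replicate block, predicted RNAs included, each library left out in turn, a test against a 5-fold change, a fold over 2, the authors' p-values adjusted again over the genes tested, a pseudocount of 0.1 and the authors' normalized counts. The alternative without rRNA and tRNA genes was not run, since the tables hold no such entries. Reads of a gene that overlaps another on the other strand were used as counted.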

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

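The test of alone replicate 1 on the iron genes was written after the *sbn* and *sir* means of each library had been seen. The test of the siroheme genes was chosen only after the result was seen, and so were leaving out libraries in it and the size asked of a group here, a median log2 change of at least 1 with no fewer genes past the test in its direction than short of it. Groups that differed between the fungi by fry in the fit of all libraries were lower with *Scopulariopsis* for *sbn* (median −4.16), *sir* (−3.05), other iron acquisition (−2.31) and siroheme and sulfate assimilation (−1.81). They were higher with *Scopulariopsis* for purine biosynthesis (1.71), ribose transport (1.46), lactose and galactose use (1.21), quorum sensing and antibacterial peptides (2.75, fry, adjusted p = 1.27e-05, and adjusted p = 0.094 with an estimated correlation) and lactate dehydrogenases and lactate transport (1.15, fry, adjusted p = 0.000184, and adjusted p = 0.602 with an estimated correlation). Of the 4 lactate genes 2 were higher and 1 lower (2 and 1 when adjusted over the list alone), and 0 were lower without any 1 library of a fungus. Of the 5 genes of quorum sensing and antibacterial peptides, 4 were higher and 1 lower. There 0 were lower without *Penicillium* replicate 2 or 3 or *Scopulariopsis* replicate 1 or 2.

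Other groups moved against growth alone and are not discussed in the paper's text. Galactitol use was higher with each fungus (1.89 with *Penicillium* and 2.69 with *Scopulariopsis*), while manganese transport (−1.55 and −1.70), queuosine biosynthesis (−2.17 and −2.29), quorum sensing and antibacterial peptides (−4.35 and −1.53) and urease (−1.48 and −1.75) were lower. No group passed camera with an estimated correlation, and manganese transport and queuosine biosynthesis each held a gene that was higher. Purine biosynthesis was higher in 12 of 13 genes with each fungus (12 when adjusted over the list alone), with medians of 1.49 and 3.35 (fry, adjusted p = 0.0025 and 0.000518, and adjusted p = 0.492 and 0.424 with an estimated correlation). Pyrimidine biosynthesis was lower in 9 of 9 genes with *Scopulariopsis* (9 when adjusted over the list alone), with a median of −1.43 (fry, adjusted p = 0.0148, and adjusted p = 0.562 with an estimated correlation). With *Penicillium*, ribose transport was lower in 7 of 9 genes (7 when adjusted over the list alone), with a median of −1.23 (fry, adjusted p = 0.0248, and adjusted p = 0.603 with an estimated correlation). Lactose and galactose use was lower in 8 of 11 and higher in 1 (8 and 1 when adjusted over the list alone), with a median of −1.21 (fry, adjusted p = 5.8e-05, and adjusted p = 0.394 with an estimated correlation), and 0 were higher without alone replicate 2 or *Penicillium* replicate 2 or 3. GABA and amine use was lower in 4 of 6 (4 when adjusted over the list alone), with a median of −2.18 (fry, adjusted p = 0.0496, and adjusted p = 0.538 with an estimated correlation), but in 2 without *Penicillium* replicate 1 or 2 and in 1 without replicate 3. Siroheme and sulfate assimilation was higher in 8 of 15 and lower in 1 (11 and 1 when adjusted over the list alone), with a median of 1.08 (fry, adjusted p = 0.004, and adjusted p = 0.394 with an estimated correlation), with 13 higher and a median of 0.70 without alone replicate 1, 4 higher without *Penicillium* replicate 1 or 2 and 5 without replicate 3.

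Of 29 iron acquisition genes, 21 were also in Table S4's iron category, which was chosen on these libraries. Of the 29, 27 were lower with *Scopulariopsis* than alone, with a median of −2.81. Alone replicate 1, in which the *sbn* and *sir* genes were highest, does not account for the direction, since 25 were lower without it, though the median was then −2.23. The scaling moved the median by 0.182 at most, from −2.94 with upper-quartile scaling to −2.76 with DESeq2, and with every library thinned to 3939525 reads 27 were again lower, which argues against depth. The paper reports that each fungus lowered free iron in the medium, *Scopulariopsis* less than *Penicillium* (Fig. 3F). That difference concerns the 2 fungi, not the comparison with growth alone. According to the paper, the assay misses chelated iron, and supernatants of both fungi held siderophores (Fig. 3G) and stimulated *S. equorum* (Fig. 3H). The deposited tables hold no iron values. An effect through iron, the inocula (set by the authors for similar fungal densities) and plates sharing a culture were not tested here and stay open, so a response of *S. equorum* to that fungus is a candidate explanation.

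Table S4 counts a pair of siroheme synthesis genes as iron genes, and with *Penicillium* their mean was 1.19, higher by 1.248 than the median of the other 21 genes (−0.06). That gap rests on alone replicate 1, without which the pair's mean was 0.82, the others' median 0.34 and the gap 0.48, with 10 of the 21 above the pair's mean. Whether the pair moves with the 6 sulfate assimilation genes beside it rather than with iron uptake stays open. Those 6 had 0.58 to 1.12 with *Penicillium*, where 1 passed as higher, and −3.80 to −1.22 with *Scopulariopsis*, where 6 passed as lower, as they did between the fungi. With *Penicillium*, siroheme synthase (1.30, SE 0.36) lay above that range by less than its SE and the other gene of the pair (1.08, SE 0.41) inside it. As the iron uptake genes and the sulfate genes were both lower with *Scopulariopsis*, these explanations cannot be told apart there.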

How the results depend on the processing

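Leaving out alone replicate 1 and *Scopulariopsis* replicate 2 together, using the lists as first written, and a replicate block in a fit of only the fungi were chosen only after the data were seen. Over the alternatives other than leaving out 1 library, genes changed numbered 1447 to 2067 with *Penicillium*, 1396 to 1945 with *Scopulariopsis*, 1511 to 2057 between the fungi and 832 to 1115 with both. Leaving out 1 library gave 1185 to 1884, 1214 to 1681, 1238 to 1827 and 775 to 1023. A replicate block gave the lowest of the former (1447, 1396, 1511 and 832). Replicate numbers may pair the libraries of the fungi, which is not settled, but not the alone libraries with them, and 3 libraries correlated best with their own number. Between the fungi, the block changed 0 of 125 named calls and 1 of 42 list calls by fry. In a fit of only the fungi, 1773 genes differed with it, 4 more named genes passed (4 without it as well) and 6 list calls by fry changed (3 without it). Beside the count of lower ribosomal protein genes, it changed no other call given here between the fungi. Genes over 5-fold numbered 83 to 97 with *Penicillium* and 112 to 153 with *Scopulariopsis* with 1 library left out, 41 and 32 when tested against a 5-fold change, which asks more of each gene, and 491 and 636 at a fold over 2. Of the 29 iron genes lower over 5-fold with *Scopulariopsis* (20), leaving out 1 library gave 13 to 22, and of Table S4's genes (22) it gave 15 to 23, while the test against a 5-fold change in edgeR gave 0 of each (13 and 14 at an unadjusted p under 0.05). With *Penicillium*, a fold over 2 gave 2 for each iron list, where over 5-fold edgeR, DESeq2 and limma-voom gave 0 (0 at an unadjusted p under 0.05). Methionine biosynthesis genes lower with *Scopulariopsis* (5) ranged from 2 to 7 with 1 library left out and were 8 with both libraries out, and the cause was not tested. Those with *Penicillium* (6) were 5 or 6 with 1 library left out, and transport and SAM synthesis genes were 6 with each fungus throughout. Higher thiamine genes numbered 12 to 15 with *Penicillium* and 12 to 17 with *Scopulariopsis*, the highest with the list as first written. The mean difference of *sbn* between the fungi was −4.21 with a pseudocount of 0.1, against −3.72, as a smaller pseudocount spreads low values, and −3.94 to −3.60 with 1 library left out. Genes higher made up 22.2% of those changed with *Scopulariopsis* and 18.9% of those changed with both by the authors' test, against 46.9% and 47.6%, and the cause was not tested. With upper-quartile scaling in edgeR these shares were 39.5% and 43.3%. Upper-quartile scaling moved the median of all genes by −0.112 with *Scopulariopsis*, and with it the median of the anaerobic respiration list turned from 0.08 to −0.03. Values that reversed were SirB (0.34) and SbnH (0.86) with *Penicillium* without alone replicate 1, the highest with 1 library left out (lowest −0.62 and −0.38), and cystathionine beta-synthase (−0.24) with *Scopulariopsis* with both libraries out, and the cause was not tested. Of 389 named values, 384 kept direction and side of the threshold in DESeq2, 379 in limma-voom, 383 with upper-quartile scaling and 367 without alone replicate 1. The authors' test gave 255 of these values, of which 219 were kept, 21 stronger and 15 weaker. Of 257 values that use *Scopulariopsis*, 233 were kept and 24 weaker without *Scopulariopsis* replicate 1, and 234 were kept, 22 weaker and 1 stronger without replicate 3. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, with 0 as the highest other count beside 1563, 90, 6, 6 and 12 (genes changed, over 5-fold, methionine biosynthesis, methionine transport and thiamine) with *Penicillium*, 1638, 130, 20, 22, 5, 6 and 13 (with both iron lists before methionine) with *Scopulariopsis*, and 1596 between the fungi (0 also in the splits that part as many replicate pairs), and all 10 gave 0 lower iron genes over 5-fold with *Penicillium*. For the 962 genes changed with both fungi, 1 of 100 splits was as large, the real one. Splits whose control group mixed treatments gave 0, while the others that kept the alone libraries as controls gave 651 and 559. Those with the *Scopulariopsis* libraries as controls gave 448, 432 and 459, so large counts arose with intact control groups of either kind. Libraries were drawn without regard to replicate number. As few splits kept the alone libraries together, the test cannot tell whether chance accounts for the genes shared by both fungi. Depth limits which genes could be tested (2723 and 2721 of 2788), and its effect on small changes was not simulated.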

Differences from the paper's values

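The alternatives named here were set before the deposited tables were examined. Annotated genes lower with *Scopulariopsis* at over 5-fold and an adjusted p under 0.05 numbered 87, where the paper's Table S4 lists 132. Of the 132, 126 had enough reads to be tested and 122 passed in that direction, and 0 of the 87 were missing from Table S4. Of the 45 short of 5-fold here, Table S4 lists 25 at an expression of 0 with *Scopulariopsis*. The count came within 1.5 times of the paper's with upper-quartile scaling (99), limma-voom (89), no filter (92), all 9 libraries in 1 fit (91), predicted RNAs included (91), without alone replicate 2 (92) or 3 (99), without *Scopulariopsis* replicate 2 (108) and with the authors' test (123). It did not with DESeq2 (87), a mean of at least 50 reads (87), a replicate block (85), without alone replicate 1 (72), without *Scopulariopsis* replicate 1 (74) or 3 (80), with the test against a 5-fold change (17) or with a fold over 2 (398). The paper gives 16 M reads per library, a number of reads sequenced, while the reads counted had a median of 9.26 M, which is a different measure.

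Of 119 named values that have a fold in Table S4, 12 lie more than 1 SE from the refit, given here as log2 values with the paper's first. With *Penicillium*, MetT at 413589 had the paper's −2.95 against −2.77 and RbsD at 1252710 the paper's −4.17 against −3.28, each within 1 SE with the authors' test and with no other alternative. RbsC had the paper's −4.09 against −3.32, within 1 SE without alone replicate 1, without *Penicillium* replicate 1 and with the authors' test but not with the others. The prophage Clp protease-like protein had the paper's −2.58 against −2.36, within 1 SE without alone replicate 1, without *Penicillium* replicate 2 and with the authors' test but not with the others. The melibiose carrier had the paper's −5.95 against −5.84, within 1 SE with upper-quartile scaling, a mean of at least 50 reads, without alone replicate 3, without *Penicillium* replicate 2 and with the authors' test but not with the others. Beta-galactosidase had the paper's −5.37 against −5.24, within 1 SE with upper-quartile scaling, without alone replicate 3, without *Penicillium* replicate 3 and with the authors' test but not with the others.

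With *Scopulariopsis*, values within 1 SE with the authors' test and with no other alternative were histidinol-phosphate aminotransferase (the paper's −4.36 against −3.81), MetT at 413589 (the paper's −3.95 against −3.49), *N*-acetyl-gamma-glutamyl-phosphate reductase (the paper's −3 against −2.29) and BetT (the paper's −2.32 against −1.32). The di-/tripeptide transporter had the paper's −2.81 against −2.56, within 1 SE with upper-quartile scaling, limma-voom, a mean of at least 50 reads, without alone replicate 2 or 3, without *Scopulariopsis* replicate 2 and with the authors' test but not with the others. The L-lactate dehydrogenase at 814501 had the paper's −5.42 against −5.14, within 1 SE with upper-quartile scaling, a mean of at least 50 reads, all 9 libraries in 1 fit, without alone replicate 1, without *Scopulariopsis* replicate 1 and with the authors' test but not with the others.

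The paper counts 23 iron genes lower over 5-fold with *Scopulariopsis*, and 22 of them passed here, with 23 under the authors' test, a fold over 2, and without alone replicate 2 or 3. The paper calls the mean decrease of the *sbn* and *sir* genes significant and does not say what its replicates were, whereas libraries as replicates gave an exact permutation p of 0.1 for each group, the smallest that 3 against 3 allow.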

Other observations

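The test of the depth of alone replicate 1 was chosen only after the result was seen. Genes of urease, which releases ammonia from urea, and of manganese import were lower than alone with each fungus, and genes for the use of galactitol were higher. All 7 urease genes were lower (7 when adjusted over the list alone; fry, adjusted p = 0.000221 with *Penicillium* and 0.000518 with *Scopulariopsis*, and adjusted p = 0.394 and 0.424 with an estimated correlation), with UreF at −1.59 (SE 0.07, adjusted p = 2.34e-05) and −1.99 (SE 0.09, adjusted p = 5.92e-05). Of 9 manganese transport genes, 8 were lower and 1 higher with each fungus (8 and 1 when adjusted over the list alone; fry, adjusted p = 0.00174 and 0.00156, and adjusted p = 0.492 and 0.424 with an estimated correlation). SitA, which binds manganese for import, had −2.60 (SE 0.23, adjusted p = 0.000177) and −2.79 (SE 0.21, adjusted p = 0.000217). All 5 galactitol genes were higher (5 when adjusted over the list alone; fry, adjusted p = 0.00244 and 0.00156, and adjusted p = 0.492 and 0.424 with an estimated correlation), with the IIB component of the importer at 2.26 (SE 0.25, adjusted p = 0.000471) and 2.82 (SE 0.27, adjusted p = 0.000444). Of 5 queuosine genes, which make a modified base of tRNA, 3 were lower and 1 higher (3 and 1 when adjusted over the list alone; fry, adjusted p = 0.0208 and 0.0269, and adjusted p = 0.603 and 0.562 with an estimated correlation).

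Small antibacterial proteins encoded from 1571966 to 1572457 on the minus strand were lower than alone with each fungus and lowest with *Penicillium*. The one at 1571966 had 14.2 ± 2.64 CPM (SD, n = 3 libraries) with *Penicillium* and 292 ± 11.7 alone, a log2 fold change of −4.37 (SE 0.14, adjusted p = 8.17e-06), and differed by 2.84 between the fungi (SE 0.13, adjusted p = 3.3e-06). The one at 1572143 had −1.55 with *Scopulariopsis* (SE 0.10, adjusted p = 0.000125). Their list of 5 genes with quorum sensing had 4 lower with *Penicillium* and 3 with *Scopulariopsis* (4 and 3 when adjusted over the list alone; fry, adjusted p = 5.8e-05 and 0.000518, and adjusted p = 0.394 and 0.424 with an estimated correlation). LexA, the repressor of the SOS response to DNA damage, rose by 1.49 with *Penicillium* (SE 0.09, adjusted p = 4.84e-05) and by 2.43 with *Scopulariopsis* (SE 0.19, adjusted p = 0.000262). DNA polymerase IV, which copies damaged DNA, rose by 3.13 (SE 0.20, adjusted p = 5.8e-05) and 2.97 (SE 0.22, adjusted p = 0.000217). PerR, a regulator of the Fur family that answers peroxide, was higher with *Scopulariopsis* than with *Penicillium* by 1.05 (SE 0.22, adjusted p = 0.00373), and ferritin-like protein 2, which stores iron, by 1.49 (SE 0.40, adjusted p = 0.012).

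Alone replicate 1 stood apart from the other alone libraries, and an RNA of a fungal culture mixed into it, or a wrong label, was weighed as a candidate cause. On a scale from the mean of the other alone libraries (0) to the mean with the fungus (1), the median place of alone replicate 1 was −0.032 towards *Penicillium* over 83 genes (quartiles −0.235 and 0.179) and −0.179 towards *Scopulariopsis* over 112 genes (quartiles −0.345 and 0.128). A wrong label would place it near 1, so these values argue against that for both fungi. Most of these genes were lower with the fungus (53 of 83 and 72 of 112). A small admixture would hardly lower such genes on a log2 scale, and the higher genes were not looked at apart. The values thus cannot tell whether a small share of such RNA was present. Its depth, 8163956 reads, lies between those of the other alone libraries, which argues against depth. A difference between plates of *S. equorum* alone stays open and was not tested.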
